# Kidney VISTA prevents IFN-**γ**/IL-9 axis–mediated tubulointerstitial fibrosis after acute glomerular injury

**DOI:** 10.1172/JCI151189

**Published:** 2022-01-04

**Authors:** Min-Gang Kim, Donghwan Yun, Chae Lin Kang, Minki Hong, Juhyeon Hwang, Kyung Chul Moon, Chang Wook Jeong, Cheol Kwak, Dong Ki Kim, Kook-Hwan Oh, Kwon Wook Joo, Yon Su Kim, Dong-Sup Lee, Seung Seok Han

**Keywords:** Nephrology, Fibrosis, Macrophages, T cells

## Abstract

Severe glomerular injury ultimately leads to tubulointerstitial fibrosis that determines patient outcome, but the immunological molecules connecting these processes remain undetermined. The present study addressed whether V-domain Ig suppressor of T cell activation (VISTA), constitutively expressed in kidney macrophages, plays a protective role in tubulointerstitial fibrotic transformation after acute antibody-mediated glomerulonephritis. After acute glomerular injury using nephrotoxic serum, tubules in the VISTA-deficient (*Vsir–/–*) kidney suffered more damage than those in WT kidneys. When interstitial immune cells were examined, the contact frequency of macrophages with infiltrated T cells increased and the immunometabolic features of T cells changed to showing high oxidative phosphorylation and fatty acid metabolism and overproduction of IFN-**γ**. The *Vsir–/–* parenchymal tissue cells responded to this altered milieu of interstitial immune cells as more IL-9 was produced, which augmented tubulointerstitial fibrosis. Blocking antibodies against IFN-**γ** and IL-9 protected the above pathological process in VISTA-depleted conditions. In human samples with acute glomerular injury (e.g., antineutrophil cytoplasmic autoantibody vasculitis), high VISTA expression in tubulointerstitial immune cells was associated with low tubulointerstitial fibrosis and good prognosis. Therefore, VISTA is a sentinel protein expressed in kidney macrophages that prevents tubulointerstitial fibrosis via the IFN-**γ**/IL-9 axis after acute antibody-mediated glomerular injury.

## Introduction

Glomerulonephritis is the most common form of glomerular injury, and if severe, it can lead to tubular dysfunction and leave irreversible fibrotic matrix in the interstitium (1, 2). This pathological process is clinically evident such that heavy proteinuria is a risk factor for chronic kidney disease and end-stage kidney disease (3). Linkage of pathologies between glomerular and tubulointerstitial compartments may be explainable by the fact that filtered proteins in glomeruli have direct toxic effects on tubules if reabsorbed, and these tubules display altered gene signatures such as apoptosis and produce inflammatory cytokines (4). Disrupted glomerulotubular balance and tubuloglomerular feedback can augment the progression of injury, with several mediators, such as reactive oxygen species, chemokines, and cytokines, involved in this process (5, 6). Infiltrated immune cells should play a direct role in the above linkage because these cells are found in the interstitial area surrounding glomeruli and tubules, particularly after severe glomerulonephritis. However, how immune cells participate in this linkage during inflammatory or antiinflammatory processes is not yet fully understood.

There are certain immune cell subsets that reside in nonlymphoid peripheral tissues (named tissue-resident immune cells) and may have a role in the maintenance of immunological homeostasis (7, 8). In particular, tissue-resident macrophages and memory T cells have received attention as the first layer of protection against harmful microorganisms. In mouse kidneys, most resident immune cells are kidney-resident macrophages (9), and their residency in the tubulointerstitial area remains consistent during inflammation (10, 11). Our previous work showed that this macrophage subset had both inflammatory and repair roles after tubular ischemia as a noninfectious injury and functioned by inhibiting overactivation of infiltrated T cells and scavenging dying cells (10). When membrane molecules relevant to this repair function were screened, V-domain Ig suppressor of T cell activation (VISTA) was identified; interestingly, it was highly and constitutively expressed in kidney-resident macrophages and less in kidney-infiltrating macrophages. VISTA is well known to be induced after inflammatory insult or in the tumor environment (12–15), but kidney-resident macrophages substantially express VISTA even under normal conditions without any insult. The present study hypothesized that this frontline molecule may play a protective role in the linkage between glomerular injury and subsequent tubulointerstitial fibrosis. When VISTA was depleted (*Vsir–/–*), tubules suffered more damage in the nephrotoxic nephritis (NTN) model, resulting in acute antibody-mediated glomerular injury. In NTN-induced *Vsir–/–* mice, the contact frequency of macrophages with infiltrated T cells increased and the immunometabolic characteristics of T cells changed, resulting in high oxidative phosphorylation and fatty acid metabolism and overproduction of IFN-γ. Parenchymal IL-9 levels were increased in response to the above immunological actions in the interstitium and generated the fibrotic footprint and consequently kidney dysfunction. Human cases of antineutrophil cytoplasmic autoantibody (ANCA) vasculitis also reflected this pattern such that VISTA expression in biopsied tissues was correlated with low tubulointerstitial fibrosis and improved patient outcomes. Collectively, our results indicate that VISTA, primarily expressed in kidney macrophages, is an inherent molecule that limits tubulointerstitial fibrotic transformation after acute glomerular injury.

## Results

### VISTA expression in the NTN model.

NTN is known to induce immune complex–dependent acute glomerular damage wherein several immune cell subsets, such as macrophages and T cells, participate in this process (16). When the macrophages were categorized into kidney-resident (CD45^+^Ly6G^–^CD11b^int^F4/80^hi^; termed R1) and kidney-infiltrating (CD45^+^Ly6G^–^CD11b^hi^F4/80^int^; termed R2) subsets (10), the proportion of R2 macrophages increased after NTN induction due to infiltration (Figure 1A). Because the surface expression levels of Ly6C and MHC-II are commonly used to characterize subsets of monocytes and macrophages (17, 18), R2 cells were further categorized into 4 subsets by their expression as follows: R2a, Ly6C^–^MHC-II^+^; R2b, Ly6C^+^MHC-II^+^; R2c, Ly6C^+^MHC-II^–^; and R2d, Ly6C^–^MHC-II^–^. Most R2 subsets were highly infiltrated into the inflamed kidneys, except for R2b (Figure 1A).

Within the kidney, VISTA is known to be highly and constitutively expressed in R1 macrophages, but is low and inducible in other immune cell subsets, including R2 macrophages (10). When the transcription level of the *Vsir* gene (gene name of VISTA) was evaluated at the single-cell level (Figure 1, B–D), R1 macrophages had the highest expression, followed by R2 macrophages. Other cells, including T cells and CD45^–^ parenchymal tissue cells, had low and no expression of the *Vsir* gene, respectively.

After inducing NTN injury, approximately 50% of R1 macrophages had consistent expression of VISTA protein (Figure 1E). Regarding R2 macrophages, all subsets had increased expression of VISTA except for the R2d subset. The distribution of macrophages within the kidney is shown in Figure 1F. When other immune cell subsets were evaluated, VISTA expression was increased in CD4^+^ and CD8^+^ T cells and NK cells. However, the expression levels were less than 10% of each subset (Figure 1G). Collectively, VISTA was highly expressed in kidney macrophages (R1 > R2), which remained consistent throughout the NTN model.

### Role of VISTA in the NTN model.

To explore the role of VISTA in the NTN model, we compared kidney status between WT and *Vsir–/–* mice. At baseline (before induction), biochemical and histologic differences were not observed between kidneys in WT and *Vsir–/–* mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI151189DS1). At the early phase after glomerular injury (i.e., day 8), the proteinuria and albuminuria amounts as glomerular injury markers were higher in *Vsir–/–* mice than in WT mice (Figure 2A). Other parameters related to the severity of nephrotic syndrome, such as hypoalbuminemia and hypercholesterolemia, were more severe in *Vsir–/–* mice than in WT mice (Supplemental Figure 2). Markers of tubular injury, such as blood urea nitrogen and serum creatinine, became worse in *Vsir–/–* mice than in WT mice (Figure 2A). When histology was examined, *Vsir–/–* mice had higher scores of glomerular and tubular injury than WT mice, which indicated that glomerular and tubular structural damage, such as crescents, tubular dilatation, and casts, was more frequently observed in *Vsir–/–* mice than in WT mice (Figure 2, B and C). The results of the TUNEL assay and kidney injury molecule-1 positivity supported more damage in *Vsir–/–* mice than in WT mice (Figure 2, D and E).

### Changing characteristics of infiltrating T cells by VISTA depletion.

VISTA on myeloid cells confers negative signals to the T cells in a contact manner (12–15) because T cell proliferation and activation were reduced in VISTA-coated in vitro conditions compared with control-coated conditions (10, 13, 19). 

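Nephrotoxic serum nephritis (NTN) is a model of acute glomerular injury in which mice that were preimmunized with sheep IgG are given sheep serum against the glomerulus. Kidney cells were profiled by droplet-based scRNA sequencing in 1 library of WT mice and 1 library of *Vsir–/–* mice with NTN. There were thus no biological replicates, and no test between the genotypes was made. According to the paper, 8-week-old mice received 200 μg of sheep IgG and, 4 days later, 5 μL of serum per g of body weight, whereas the sample labels give 2 μL per g. The tissue was dissociated in liberase (0.2 mg/mL) for 30 minutes at 37°C, and the paper states that CD45+ cells were then sorted. The sample labels describe the WT library as CD45+ cells and the *Vsir–/–* library as all cells of the kidney. The libraries were made with the 10× Genomics 3′ chemistry (version 3.1) with a target of 10000 cells and were processed by the authors with Cell Ranger (version 3.1.0). The genome build and the number of mice per library are not given in the sources used here. The authors merged the libraries in Seurat (version 3.2.3), clustered the cells and deposited the counts of unique molecular identifiers (UMIs) per gene and cell, without normalization, with the library and the cluster of every cell. The WT library held 5470 cells with 32799550 UMIs, and the *Vsir–/–* library held 1844 cells with 18601189 UMIs. The median cell had 4726.5 UMIs from 1632.5 genes in WT mice and 6673 UMIs from 2213 genes in *Vsir–/–* mice. For every gene and cluster, the deposited UMIs were summed over the cells of each library and divided by all UMIs of those cells to give CPM, which are UMIs per 1000000 UMIs. Sums of UMIs were given with exact Poisson intervals and shares of cells, of UMIs, or of pairs with exact Clopper-Pearson intervals, all at the 95% level. These intervals cover counting error only. They leave out the variation between mice and, for UMIs, the variation between cells. To compare shares of cells at equal depth, every cell was thinned to 1000 UMIs drawn at random, which left out 167 WT cells and 78 *Vsir–/–* cells with fewer UMIs. The targeted gene, *Vsir*, had 4278 UMIs (130 CPM, interval 127–134) in the WT library and 8 UMIs (0.430 CPM, interval 0.186–0.847) in the *Vsir–/–* library.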

To evaluate the T cell status under in vivo NTN conditions, gene profiling was compared between WT and *Vsir–/–* mice using single-cell RNA (scRNA) sequencing. 

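The authors assigned the cells to 16 clusters, 4 of which are T cell clusters named after CD4 or CD8 and after an effector memory–like (EM-like) or a non–EM-like state. The following clusters are compared under the authors' names, and the genes that define them are not treated as results. In WT mice, the non–EM-like CD4+ cluster held 895 cells and the EM-like CD4+ cluster 489 cells, and the CD8+ clusters held 659 non–EM-like and 197 EM-like cells. In *Vsir–/–* mice, the corresponding numbers were 349, 244, 50, and 28 cells. A check chosen after the values were seen counted the cells with at least 1 UMI of *Cd3d*, *Cd3e*, *Cd3g*, *Trac*, *Trbc1*, or *Trbc2*. In the non–EM-like CD4+ cluster, 100% of WT cells (interval 99.6–100%, median of 4897 UMIs per cell) and 33.2% of *Vsir–/–* cells (interval 28.3–38.4%, median of 7574 UMIs per cell) had such a transcript. After thinning, the shares were 99.2% and 26.3%. In neutrophils, which should lack these transcripts, the shares were 26.9% in WT mice (median of 3565 UMIs per cell) and 5.06% in *Vsir–/–* mice (median of 4097), or 10.9% and 2.61% after thinning. In the other 3 T cell clusters, between 96.0% and 100% of the cells had a T cell transcript in either genotype. The EM-like CD8+ cluster held 102 WT cells and 15 *Vsir–/–* cells with a *Cd8a* or *Cd8b1* UMI and no *Cd4* UMI, and 3 WT cells and 6 *Vsir–/–* cells with the opposite pattern. The EM-like CD4+ cluster held 92 WT cells and 76 *Vsir–/–* cells with *Cd4* alone, and 93 WT cells and 40 *Vsir–/–* cells with *Cd8a* or *Cd8b1* alone. After thinning, *Cd4* was found in 0% and 10.7% of the EM-like CD8+ cells of WT and *Vsir–/–* mice (2.54% and 21.4% before thinning, medians of 3886 and 5236 UMIs per cell) and in 0.211% and 0% of B cells (0.516% and 1.14% before thinning, medians of 3426 and 3596.5).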

Among immune cells, CD4^+^ and CD8^+^ T cells were clustered into non–effector memory–like (non–EM-like) and EM-like T cells (Figure 3, A and B). 

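Of the deposited cells of each library, the 4 T cell clusters together held 41.0% (interval 39.6–42.3%) in WT mice and 36.4% (interval 34.2–38.6%) in *Vsir–/–* mice. The *Vsir–/–* share counts 671 cells, of which 233 in the non–EM-like CD4+ cluster had no T cell transcript. In WT mice, 0 cells of that cluster lacked one. The R1, M2-like R2, and other R2 macrophage clusters together held 13.9% (interval 13.0–14.8%) and 29.1% (interval 27.0–31.2%). R1 macrophages rose from 2.12% to 12.9% of cells and other R2 macrophages from 3.44% to 7.10%, whereas M2-like R2 macrophages held 8.34% and 9.11%. B cells were 17.7% of WT cells and 4.77% of *Vsir–/–* cells, NK cells 10.9% and 3.63%, and neutrophils 9.58% and 8.57%. Proliferating cells were 2.16% and 10.2%, but 123 of the 189 *Vsir–/–* proliferating cells had no T cell transcript and 119 had no *Ptprc* UMI. The NKT cluster held 94 WT cells and 0 of the 1844 *Vsir–/–* cells, which allows a share of up to 0.200%. *Ptprc*, which encodes CD45, the antigen of the sort, had a UMI in 94.2% of WT cells and 73.6% of *Vsir–/–* cells. These proportions depend on the sort and on which cells passed the filters. The paper states a sort for CD45+ cells, whereas the sample labels describe the *Vsir–/–* library as all kidney cells.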

The proportions of all clusters are shown in Figure 3C. The relative proportion of the EM-like subset per T cell lineage was higher in *Vsir–/–* mice than in WT mice (Figure 3C). 

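Among CD4+ T cells, 489 of 1384 WT cells (35.3%, interval 32.8–37.9%) and 244 of 593 *Vsir–/–* cells (41.1%, interval 37.2–45.2%) belonged to the EM-like cluster, a difference of 5.81 percentage points (interval 1.06–10.6). Among CD8+ T cells, the share was 197 of 856 cells (23.0%, interval 20.2–26.0%) in WT mice and 28 of 78 cells (35.9%, interval 25.3–47.6%) in *Vsir–/–* mice, a difference of 12.9 percentage points (interval 1.92–24.9). The CD4+ difference depended on which cells were kept. With a mitochondrial share of at most 5%, the CD4+ shares were 35.2% in WT and 52.4% in *Vsir–/–* mice. With only the cells that had a T cell transcript, a choice made after the data were seen, they were 35.1% and 67.7%. Of the cells left out by this choice, 233 were *Vsir–/–* non–EM-like CD4+ cells, so it could only raise the *Vsir–/–* share.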

EM-like CD4^+^ T cells of *Vsir–/–* mice expressed *Ifng* and *Il17a* at higher levels than those of WT mice, whereas EM-like CD8^+^ T cells of *Vsir–/–* mice expressed *Ifng* at higher levels than those of WT mice (Figure 3D). 

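In EM-like CD4+ T cells, *Ifng* had 490 UMIs in 489 WT cells (175 CPM, interval 160–191) and 701 UMIs in 244 *Vsir–/–* cells (444 CPM, interval 412–479), a log2 ratio of 1.35 (interval 1.18–1.52). *Ifng* in EM-like CD8+ T cells had 141 UMIs in 197 WT cells (171 CPM, interval 144–202) and 215 UMIs in 28 *Vsir–/–* cells (1295 CPM, interval 1128–1480), a log2 ratio of 2.92 (interval 2.61–3.24). *Il17a* in EM-like CD4+ T cells had 82 UMIs (29.3 CPM, interval 23.3–36.3) in WT mice and 404 UMIs (256 CPM, interval 232–282) in *Vsir–/–* mice, a log2 ratio of 3.13 (interval 2.78–3.49). Cells of the EM-like CD4+ cluster with a *Cd4* UMI and no *Cd8a* or *Cd8b1* UMI, chosen after the values were seen, had 112 and 405 CPM of *Ifng* and 126 and 603 CPM of *Il17a*. A few cells weighed on these sums. A WT cell held 66 of the 82 *Il17a* UMIs, and without it the WT level was 5.74 CPM. A *Vsir–/–* EM-like CD8+ cell held 24.2% of the *Ifng* UMIs of its cluster, and without it the level was 1049 CPM. In this cluster, the 6 *Vsir–/–* cells with a *Cd4* UMI and no *Cd8a* or *Cd8b1* UMI held 123 of the 215 *Ifng* UMIs. The cells of the cluster with a *Cd8a* or *Cd8b1* UMI and no *Cd4* UMI, chosen after the values were seen, had 183 CPM in WT mice (interval 146–226) and 693 CPM in *Vsir–/–* mice (interval 527–893).
*Ifng* UMIs were found in 36.8% of WT and 58.6% of *Vsir–/–* EM-like CD4+ T cells and in 38.6% and 85.7% of EM-like CD8+ T cells. After thinning, the shares were 14.4% and 27.0% (CD4+) and 13.9% and 46.4% (CD8+), against 0.422% and 0% in B cells (1.34% and 1.14% before thinning). The median depths were 4903 and 5852.5 UMIs per EM-like CD4+ cell. *Il17a* was found in 0.818% and 9.02% of EM-like CD4+ T cells and in 0.626% and 6.64% after thinning, with no UMI in B cells. The mean over cells of ln(1 + UMIs per 10000) moved the results most, with differences converted to log2 of 0.75 (*Ifng*, CD4+), 1.73 (*Ifng*, CD8+), and 0.33 (*Il17a*).
Of the 17 genes shown in Figure 3D, 15 are among the features, without *Il8* and *Il9*. In EM-like CD4+ T cells, *Il17f* rose from 5.00 to 26.6 CPM, *Il22* from 2.85 to 15.8 CPM, *Il2* from 14.3 to 46.3 CPM, and *Il4* from 7.14 to 15.2 CPM. *Gzma* fell by 2.56 on the log2 scale in EM-like CD4+ and by 1.16 in EM-like CD8+ T cells, but it also fell by 5.93 in neutrophils. For *Il1b* (log2 ratio −0.47, interval −1.63 to 0.59), *Il10* (0.02, interval −1.44 to 1.37), *Il15* (0.31, interval −1.32 to 1.86), and *Il5* (−0.17, interval −3.64 to 2.63), the counts in EM-like CD4+ T cells were too low to give a direction. *Il12a* and *Il12b* had 0 UMIs in both genotypes, *Il13* had 6 and 0 UMIs, and *Il33* had 0 and 4 UMIs, with 13 UMIs in the non–EM-like CD4+ cluster of *Vsir–/–* mice. Genes other than *Ifng* and *Gzma* had at most 10 UMIs in EM-like CD8+ T cells of either genotype.

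**Figure D1:**
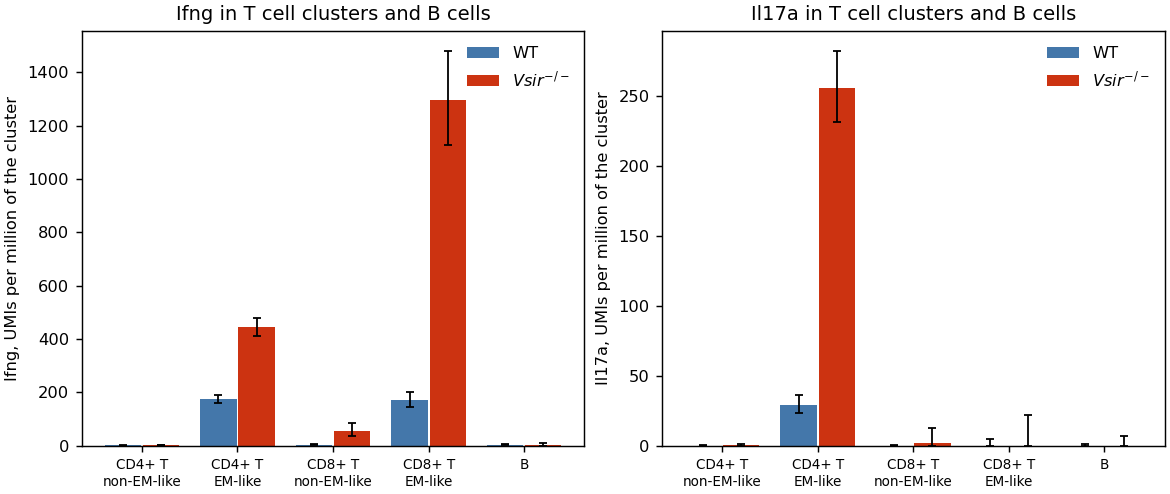
*Ifng* (left) and *Il17a* (right) in the 4 T cell clusters and in B cells. Bars show CPM of the cluster in the WT (blue) and *Vsir–/–* (red) library, and error bars show 95% exact Poisson intervals, which cover counting error only. Among the clusters drawn, *Ifng* was highest in *Vsir–/–* EM-like CD8+ T cells (1295 CPM from 28 cells), and *Il17a* in *Vsir–/–* EM-like CD4+ T cells (256 CPM). The γδ T cell cluster, which is not drawn, had more *Il17a*, with 438 CPM in WT and 1461 CPM in *Vsir–/–* mice.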

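The Hallmark gene sets were not used here. Instead, a list of 80 respiratory chain genes and a list of 64 fatty acid metabolism genes were fixed in advance, and the log2 ratio of *Vsir–/–* over WT was taken for every gene with at least 20 UMIs in the cluster, with 0.5 UMIs added. The median of the list less the median of all such genes was set beside 10000 random lists of the same size matched on mean expression, as a description of these 2 libraries. The respiratory chain median was 0.97 in non–EM-like CD4+ T cells, 0.30 in EM-like CD4+ T cells, 0.58 in non–EM-like CD8+ T cells, and 0.29 in EM-like CD8+ T cells, each at percentile 100 of the random lists. The fatty acid metabolism median was 1.12, 0.34, and 0.81 in the first 3 of these clusters, again at percentile 100. In EM-like CD8+ T cells it was 0.11, at percentile 80.4 of the random lists (95% of them between −0.28 and 0.25), from the 32 list genes that passed the filter. The subtracted median of all genes was 0.91 in non–EM-like CD4+ T cells and between −0.02 and 0.04 in the other 3 clusters. In the non–EM-like CD4+ cluster, 233 of 349 *Vsir–/–* cells had no T cell transcript, so its medians compare different mixtures of cells. With only cells that had such a transcript, a choice made after the data were seen, its medians were 0.91 (respiratory chain) and 0.89 (fatty acid metabolism).
The medians were also above 0 in several clusters of other cells. In neutrophils they were 0.97 (respiratory chain) and 0.78 (fatty acid metabolism), in B cells 1.05 and 1.11, in NK cells 0.25 and 0.32, in R1 macrophages 0.67 and 0.57, in M2-like R2 macrophages 0.25 and 0.26, and in other R2 macrophages 0.50 and 0.37. In proliferating cells, a mixed cluster with a median of all genes of 0.51, they were −0.10 and 0.74. Transcripts of kidney tubule cells, measured with a list of 36 genes fixed in advance, rose in the T cell clusters as well. Their level was 171 CPM in WT and 4499 CPM in *Vsir–/–* EM-like CD4+ T cells, 71.7 and 2385 CPM in EM-like CD8+ T cells, 79.0 and 6629 CPM in non–EM-like CD8+ T cells, and 173 and 19864 CPM in non–EM-like CD4+ T cells. In neutrophils it was 150 and 4969 CPM. The *Vsir–/–* cells of the non–EM-like CD4+ cluster without a T cell transcript had 52043 CPM of respiratory chain and 6782 CPM of fatty acid metabolism transcripts, against 20698 and 1846 CPM in WT EM-like CD8+ T cells.
An alternative chosen after the data were seen kept only cells with a T cell transcript and subtracted the profile of the *Vsir–/–* non–EM-like CD4+ cells without one until the tubule list had its WT share. This took away 36.0% (non–EM-like CD4+), 18.2% (EM-like CD4+), 20.7% (non–EM-like CD8+), and 9.71% (EM-like CD8+) of the UMIs. The respiratory chain medians then became 0.61, 0.03, −0.04, and 0.08, and the fatty acid metabolism medians 0.03, −0.12, 0.14, and −0.05, in the same order. Values after subtraction were not computed for the other lists. With all cells and no subtraction of a profile, the 13 genes encoded by mitochondrial DNA had medians of −0.11, 0.32, 0.17, and 0.45. The list of 20 glycolysis genes then had medians of 0.24, 0.11, 0.40, and 0.15. For 4 respiratory chain genes and 2 fatty acid metabolism genes the WT library had no UMI under the listed symbol.

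**Figure D2:**
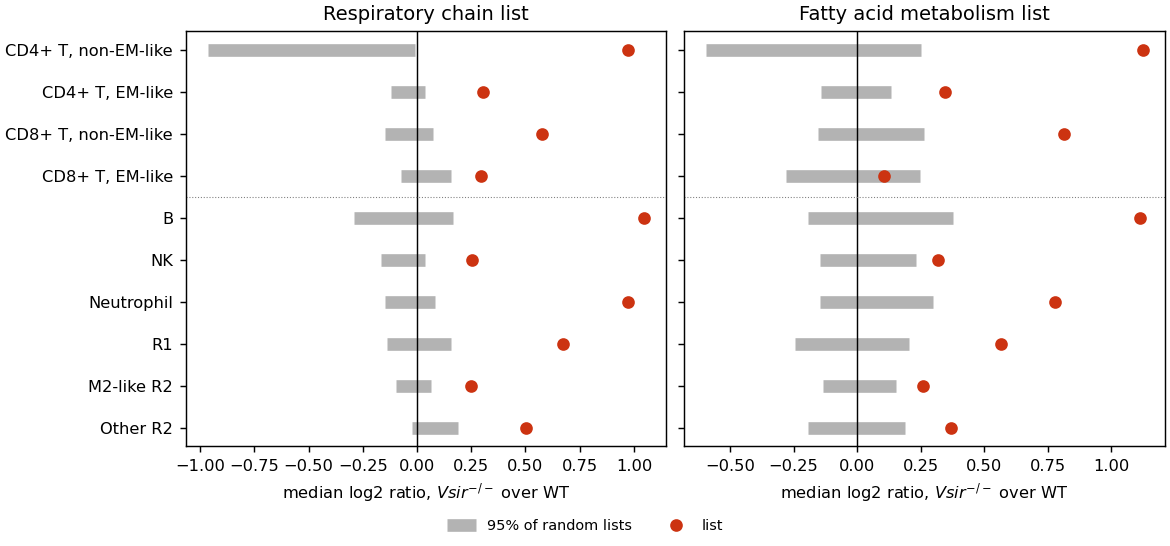
Median log2 ratio of *Vsir–/–* over WT, less the median of all genes, for the respiratory chain list (left) and the fatty acid metabolism list (right) in 10 clusters. Red points show the lists and gray bars the range of 95% of the matched random lists, and the dotted line separates the T cell clusters from the others. Except for fatty acid metabolism in EM-like CD8+ T cells (0.11), every point lies above the bar of its cluster, in T cells and in other cells.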

The common changes in gene sets of T cell clusters in *Vsir–/–* mice (vs. WT mice) were oxidative phosphorylation and fatty acid metabolism (Figure 3E and Supplemental Figure 3). 

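Across the 733 EM-like CD4+ T cells of both libraries, Spearman's rho between ln(1 + UMIs per 10000) of *Ifng* and the mean of the same measure over the respiratory chain list was 0.173, and over the fatty acid metabolism list it was 0.0827. Across the 225 EM-like CD8+ T cells, rho was 0.218 and 0.206. Cells are not replicates, so rho describes these cells and no p-value was computed. Within WT mice, rho was 0.148 and 0.102 in CD4+ and 0.0888 and 0.114 in CD8+ EM-like cells. Within *Vsir–/–* mice, it was −0.0728 and −0.127 in the 244 CD4+ cells, and 0.347 and 0.126 in the 28 CD8+ cells. The scores rose with the depth of the cell, with rho against UMIs per cell of 0.593 and 0.468 in CD4+ and 0.630 and 0.469 in CD8+ EM-like cells. With every cell thinned to 1000 UMIs, rho was 0.0533 and −0.000158 in CD4+ and 0.0684 and 0.00686 in CD8+ EM-like cells. With the UMIs and genes per cell removed by ranks instead, it was 0.169 and 0.0387 in CD4+ and 0.0822 and 0.105 in CD8+ EM-like cells. Thinning also leaves *Ifng* UMIs in fewer cells, so it cannot settle whether depth gave the correlation.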

The tendencies of these metabolic features were positively correlated with *Ifng* levels in EM-like T cells (Figure 3F). Because metabolic signatures are associated with specific immune cell fates and functions (20, 21), metabolic deviation by depletion of VISTA might induce different cytokine profiles in T cells.

When these results were validated by flow cytometry, more CD4^+^ and CD8^+^ T subsets infiltrated the kidneys of *Vsir–/–* mice than those of WT mice (Figure 3G). When their production of cytokines was evaluated using flow cytometry, IFN-γ was primarily different between WT and *Vsir–/–* mice, and its production was most attributable to CD8^+^ T cells (Figure 3, H and I). The use of VISTA-blocking antibody increased IFN-γ production from infiltrated T cells (Supplemental Figure 4), whereas the treatment with inhibitors of oxidative phosphorylation and fatty acid metabolism decreased the production (Supplemental Figure 5), all of which supports the previous results. Collectively, cytokine profiling of T cells was altered in *Vsir–/–* mice after NTN induction, and the most primary feature was high IFN-γ production by metabolically reprogrammed, EM-like CD8^+^ T cells.

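The WT library held 1974 *Ifng* UMIs and the *Vsir–/–* library 1468. EM-like CD8+ T cells held 7.14% of them in WT mice (interval 6.05–8.37%) and 14.6% in *Vsir–/–* mice (interval 12.9–16.6%), and EM-like CD4+ T cells held 24.8% (interval 22.9–26.8%) and 47.8% (interval 45.2–50.3%). These intervals treat UMIs as independent and are narrower than the true error. For example, 1 *Vsir–/–* EM-like CD8+ cell held 24.2% of the *Ifng* UMIs of its cluster. NK cells held 35.8% and 16.4% of the library's *Ifng* UMIs, and proliferating cells 22.0% and 17.6%. The cluster names do not settle the lineage. Of the *Ifng* UMIs of the EM-like CD4+ cluster, cells with *Cd4* alone held 13.7% in WT and 30.1% in *Vsir–/–* mice. Cells with *Cd8a* or *Cd8b1* alone held 21.4% and 12.6%, and cells with neither held 58.0% and 56.8%. In the *Vsir–/–* EM-like CD8+ cluster, cells with *Cd4* alone held 57.2%. Per cell, EM-like CD8+ T cells had 0.716 *Ifng* UMIs in WT mice and 7.68 in *Vsir–/–* mice, the largest value of any cluster in that library. The corresponding numbers were 1.00 and 2.87 in EM-like CD4+ T cells and 1.19 and 3.60 in NK cells. In proliferating cells it fell from 3.69, the largest value of the WT library, to 1.37, but 123 of the 189 *Vsir–/–* cells and 4 of the 118 WT cells of this cluster had no T cell transcript, so different mixtures of cells are compared. In NK cells, *Ifng* rose from 188 CPM (interval 174–202) to 475 CPM (interval 417–539). The paper reasons from the larger EM-like subsets, the higher *Ifng* levels, the oxidative phosphorylation and fatty acid metabolism gene sets and their correlation with *Ifng*, together with its flow cytometry and its experiments with a blocking antibody and metabolic inhibitors. From these, the paper concludes that cytokine profiles of T cells were altered in *Vsir–/–* mice after NTN and that the main feature was high IFN-γ production by metabolically reprogrammed EM-like CD8+ T cells.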

### Interaction between macrophages and T cells.

The NTN model is known to be built by the stepwise effects of initial macrophages and subsequent infiltrated T cells (16). The present injury was also dependent on the T cell effect because kidney function was preserved in T cell–depleted mice compared with nondepleted mice (Supplemental Figure 6). Herein, we hypothesized that the contact frequencies between macrophages and T cells differed between WT and *Vsir–/–* mice. R1 and R2 macrophages were detected as F4/80^+^CD72^+^ and F4/80^+^CD72^–^ cells, respectively, whereas T cells were defined as CD3^+^ cells in confocal images (Figure 4, A and B). When the contact frequency was evaluated, *Vsir–/–* mice had a higher density of macrophages around T cells than WT mice (Figure 4C). The high contact frequency in *Vsir–/–* mice was primarily attributable to infiltrating R2 macrophages compared with resident R1 macrophages (Figure 4D). In addition to the contact frequency, intercellular communication between macrophages and T cells was evaluated using ligand-receptor pairs from scRNA-sequencing data. 

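A ligand-receptor pair joins a ligand gene in a sending cluster with a receptor gene in a receiving cluster. The score, named LRscore in the paper's package SingleCellSignalR, was rebuilt here as the square root of the product of both expression levels, divided by that square root plus the mean expression of all genes and cells of the library. Expression was the mean over the cells of a cluster of ln(1 + UMIs per 10000). Scores were computed among 7 clusters (R1, M2-like R2, and other R2 macrophages and the 4 T cell clusters) for the 180 gene pairs that Supplemental Data 1 lists for either genotype. A pair was counted when its score was above 0.5 and the receptor had no UMI in the sending cluster. The condition on the receptor holds for 100% of the pairs in Supplemental Data 1 when the deposited counts are summed. The mean expression of all genes and cells was 0.120 in WT mice and 0.141 in *Vsir–/–* mice. Across the pairs listed by the paper, Spearman's rho between the rebuilt score and the paper's score was 0.988 in WT mice and 0.993 in *Vsir–/–* mice.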

The pair number among all macrophage and T cell clusters was 693 in *Vsir–/–* mice, which was higher than the pair number of 163 in WT mice (Figure 4E). This difference was most prominent at the ligand end of EM-like CD8^+^ T cells. 

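With the rebuilt score, 240 pairs were counted in WT mice and 757 in *Vsir–/–* mice, a ratio of 3.15. They include all 163 pairs that the paper lists for WT mice and 689 of the 693 pairs that it lists for *Vsir–/–* mice. The ratio depended on the number of cells per cluster, because a receptor is more often without a UMI in a small cluster. When every cluster was drawn down to the cell number of its smaller library, the median over 100 draws was 480.5 pairs in WT mice (range 416–560) and 784.5 in *Vsir–/–* mice (range 746–848), a ratio of 1.64. With no condition on the receptor in the sending cluster, 1807 pairs were counted in WT mice and 3099 in *Vsir–/–* mice, a ratio of 1.72. The gene pairs themselves were chosen by whether they had passed in a genotype, so each of the paper's lists favors its own genotype. In a look taken after the data were seen, the gene pairs listed for WT mice gave 218 pairs in WT mice and 195 in *Vsir–/–* mice, and those listed for *Vsir–/–* mice gave 171 and 756. Neither list is a fair basis for the comparison.

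**Figure D3:**
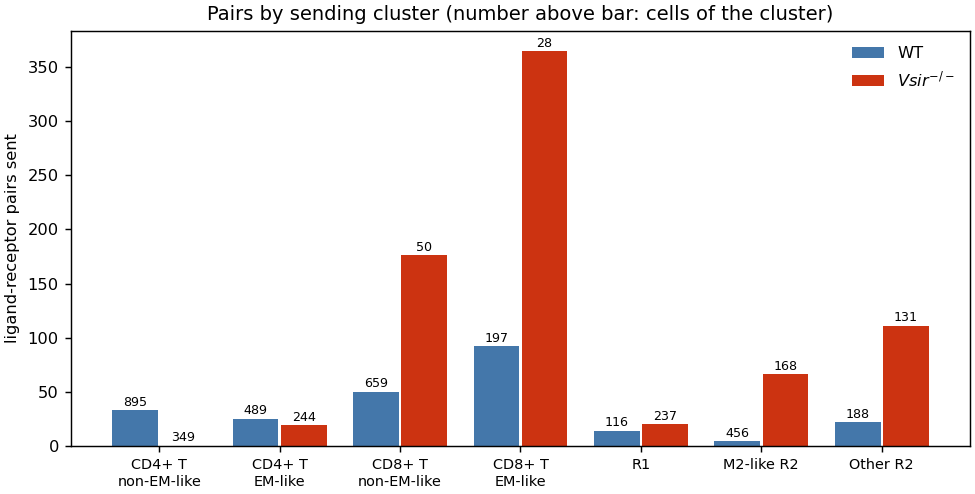
Number of counted ligand-receptor pairs by the cluster that expresses the ligand, in the WT (blue) and *Vsir–/–* (red) library. The number above each bar is the number of cells of the cluster. EM-like CD8+ T cells sent 92 pairs from 197 WT cells and 365 pairs from 28 *Vsir–/–* cells.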

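EM-like CD8+ T cells sent 92 of the WT pairs (38.3%, interval 32.2–44.8%) and 365 of the *Vsir–/–* pairs (48.2%, interval 44.6–51.8%), the largest numbers among the 7 clusters in both genotypes. Pairs share genes and clusters, so these intervals are narrower than the true error. Non–EM-like CD8+ T cells sent 50 and 176 pairs, other R2 macrophages 22 and 111, M2-like R2 macrophages 4 and 66, R1 macrophages 14 and 20, EM-like CD4+ T cells 25 and 19, and non–EM-like CD4+ T cells 33 and 0. Of the 91 receptors, 52 had no UMI in the 197 WT EM-like CD8+ T cells and 62 had none in the 28 *Vsir–/–* cells. In the non–EM-like CD4+ cluster, 42 had none in WT mice and 3 in *Vsir–/–* mice. When the receptor was required to be under 10 CPM in the sending cluster in place of having no UMI, a choice made after the data were seen, EM-like CD8+ T cells sent 225 of 950 WT pairs (23.7%) and 428 of 1925 *Vsir–/–* pairs (22.2%). Without any condition on the receptor, the shares were 15.6% and 15.7%.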

Within the top 30 strong pairs, interactions between R1 macrophages and T cells were more identified in WT mice, whereas those between R2 macrophages and T cells were more identified in *Vsir–/–* mice (Figure 4F). 

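Among the 30 pairs with the highest rebuilt scores, 10 joined R1 macrophages and T cells and 10 joined R2 macrophages (M2-like or other) and T cells in WT mice. In *Vsir–/–* mice, these numbers were 6 and 23, and the paper's own scores in Supplemental Data 1 give the same 4 numbers. The counts among the strongest pairs depended on the condition on the receptor in the sending cluster. With no condition, 7 pairs joined R1 macrophages and 8 joined R2 macrophages with T cells in WT mice, against 5 and 8 in *Vsir–/–* mice. With the receptor under 10 CPM in the sending cluster, chosen after the data were seen, the counts were 5 and 24 in WT mice and 12 and 18 in *Vsir–/–* mice, the opposite direction.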

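The strongest pair in WT mice joined *B2m*, which encodes β2-microglobulin, in EM-like CD8+ T cells with *Hfe*, which encodes an MHC class I–like protein, in other R2 macrophages (score 0.942, the paper's score 0.922). *B2m* was at 2965 CPM in the T cells and *Hfe* at 274 CPM in the macrophages. In *Vsir–/–* mice, *B2m* was at 3114 CPM, *Hfe* at 214 CPM, and the score at 0.922, but the pair was not counted because *Hfe* had 2 UMIs in the sending cluster. The next pairs in WT mice were *B2m* in EM-like CD8+ T cells with *Hfe* in M2-like R2 macrophages (score 0.906) and *Tln1* in EM-like CD8+ T cells with *Itgb5* in R1 macrophages (score 0.892). In *Vsir–/–* mice, the 3 strongest pairs joined *B2m* in other R2 macrophages with *Cd3g*, a subunit of the T cell receptor complex. The score was 0.954 in EM-like CD4+ T cells (the paper's score 0.951), 0.952 in EM-like CD8+ T cells (the paper's score 0.949), and 0.947 in non–EM-like CD8+ T cells. In WT mice, the scores of the same pairs were 0.955, 0.960, and 0.957, and they were not counted because *Cd3g* had 53 UMIs (41.4 CPM) in WT other R2 macrophages. In *Vsir–/–* other R2 macrophages *Cd3g* had 0 UMIs, which allows a level of up to 3.88 CPM. *Cd3g* was at 87.5 CPM in WT neutrophils and at 14.6 CPM in WT B cells, which should lack it, and at 10.3 and 1.91 CPM in *Vsir–/–* mice.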

When the interaction with EM-like CD8^+^ T cells was evaluated alone, the strongest pairs were *B2m* (EM-like CD8^+^ T) and *Hfe* (other R2) in WT mice and *B2m* (other R2) and *Cd3g* (EM-like CD4^+^ T) in *Vsir–/–* mice (Figure 4G and Supplemental Data 1). Collectively, the changes in contact frequency and intercellular communication in *Vsir–/–* mice might affect the immunometabolic features of EM-like CD8^+^ T cells.

### Fibrotic response of kidney tissue cells by VISTA depletion.

The common final pathology after kidney inflammation is tubulointerstitial fibrosis (22, 23). A consensus exists that infiltrated R2 macrophages play a role in inflammation-induced fibrosis (24, 25), and subsequent activation of infiltrated T cells mediates its progression (26, 27). Nevertheless, it is not completely understood which molecules are inherently protective or mediated in the pathologic process between glomerular injury and tubulointerstitial fibrosis. *Vsir–/–* mice had a higher fibrotic area in the tubulointerstitium than WT mice (Figure 5, A and B). α-Smooth muscle actin, a marker of myofibroblasts, was also more highly expressed in the tubulointerstitium of *Vsir–/–* mice than in that of WT mice (Figure 5C). To evaluate fibrosis-mediating factors in response to immune cell activity, the gene expression levels of several cytokines were compared between parenchymal tissue cells of WT and *Vsir–/–* kidneys (Figure 5D). Among them, *Il9* was more highly transcribed in the parenchymal cells of *Vsir–/–* mice, whereas *Gzma* was less transcribed in *Vsir–/–* parenchymal cells than in WT cells. Levels of expression of other genes, such as *Il4*, *Il12*, *Il13*, and *Tgfb1*, seemed to be higher in *Vsir–/–* mice than in WT mice, but statistical significance was not shown. The protein level of IL-9, which was primarily expressed in glomeruli, interstitium, and some tubules, was higher in the *Vsir–/–* kidney than in the WT kidney (Figure 5E). The protein expression of the receptor for IL-9 did not differ between WT and *Vsir–/–* kidneys (Supplemental Figure 7).

When the NTN-induced mice were followed up until the late phase (>1 month), the death rate was higher in the *Vsir–/–* mice than in the WT mice (Figure 6A). The biochemical and histological damage markers were worse in the *Vsir–/–* mice than in the WT mice (Figure 6, B–D). IFN-γ–producing CD8^+^ T cells were more highly identified in the *Vsir–/–* mice than in the WT mice (Figure 6, E and F). The IL-9^+^ and fibrotic areas were also larger in the *Vsir–/–* mice than in the WT mice (Figure 6, G–J). These results indicate that the IFN-γ/IL-9 axis was overwhelmed even in the late phase of *Vsir–/–* mice compared with WT mice, which determined their tubulointerstitial fibrosis and kidney dysfunction.

### Response of kidney tissues to IFN-γ and IL-9.

To confirm the IFN-γ/IL-9 axis observed in *Vsir–/–* mice, recombinant mouse IFN-γ (rmIFN-γ) and anti–IFN-γ antibodies were administered via subcapsular and intravenous injection, respectively, to NTN-induced mice. The rmIFN-γ–treated mice had higher kidney damage markers than vehicle-treated mice (Figure 7A). rmIFN-γ treatment increased the IL-9^+^ area of the kidneys (Figure 7B). The anti–IFN-γ antibody abrogated these pathologic changes (Figure 7, C and D). We further carried out adoptive transfer of T cells (from WT mice vs. *Ifng–/–* mice) to the NTN-induced *Rag1–/–* mice, and their biochemical damage markers and IL-9 expression were compared (Figure 7, E and F). IFN-γ–producing T cells resulted in more damage and IL-9 production from the parenchyma than nonproducing T cells.

To confirm the IL-9/fibrosis axis observed in *Vsir–/–* mice, recombinant mouse IL-9 (rmIL-9) and anti–IL-9 antibodies were administered via subcapsular and intravenous injection, respectively, to NTN-induced mice. The rmIL-9–treated mice had more fibrotic kidneys than vehicle-treated mice, although the differences in damage markers such as blood urea nitrogen, creatinine, and proteinuria were not prominent between the 2 groups (Figure 7, G and H). When an anti–IL-9 antibody was used, all markers of damage and fibrosis were decreased (Figure 7, I and J). The reduction in histological injury scores by anti–IL-9 antibody was prominent in the tubulointerstitial compartment rather than in the glomerular compartment (Figure 7, K and L). The number and proportion of infiltrated T cells were not different between mice administered control and anti–IL-9 antibodies (Figure 7M). These results suggest that IL-9 affected tubulointerstitial fibrosis without changing the glomerular structure or T cell infiltration. Collectively, the IFN-γ/IL-9 axis participated in the progressive fibrosis of the tubulointerstitium after NTN induction, and VISTA may play a preventive role in this process as a sentinel molecule.

### Impact of VISTA-depleted T cells in the model.

VISTA is also expressed in naive T cells to maintain their quiescence and tolerance, which has been evaluated in lipopolysaccharide injection and graft-versus-host disease models (28). Because the protein expression of VISTA in mouse kidneys was expressed mostly in kidney macrophages (R1 > R2), the NTN results might be primarily attributable to the effects from the macrophage end rather than the T cell end. To determine the VISTA effect at the end of the T cell subset alone, NTN was induced in *Rag1–/–* mice, and the activity of adoptively transferred *Vsir–/–* T cells was evaluated in comparison with that of WT T cells. Referentially, adoptive transfer of T cells to NTN-induced *Rag1–/–* mice was sufficient to drive subsequent tubulointerstitial inflammation (Supplemental Figure 8), and the expression level of VISTA among adoptively transferred T cells was 4% (Supplemental Figure 9). The T cell numbers were not different between WT and *Vsir–/–* mouse–derived T cells after NTN induction (Figure 8, A and B). The CD44 expression levels were also similar between the 2 cell groups (Figure 8, C and D). When competitive proliferation was evaluated in an in vivo model, the cell number and activation marker levels were not different between WT and *Vsir–/–* mouse–derived T cells (Figure 8, E–G). The nonsignificant or minimal effects of VISTA at the end of the T cells might be because its protein expression level was very low in kidney-infiltrated T cells (Figure 1G and Supplemental Figure 9).

### VISTA expression in human glomerulonephritis.

It was determined which cell types expressed VISTA within human kidneys using scRNA-sequencing data (29–32). When *PTPRC*^+^ immune cells were examined, chromosome 10 open reading frame 54 (*C10orf54*; human gene name of *Vsir*) was expressed in clusters such as mononuclear phagocytes (MNPs), CD4^+^ T cells, and CD8^+^ T cells (Figure 9, A–C). MNPs were clustered into 2 subsets: one had a gene expression pattern similar to that of mouse R1 macrophages based on *C1QC*, *APOE*, *CD74*, and *HLA-DRA* (named R1-like MNPs), whereas the other had an expression pattern similar to that of mouse monocytes based on *S100A8*, *S100A9*, *FCN1*, *VCAN*, and *IFITM2* (named monocyte-like MNPs; refs. 10, 30 and Supplemental Figure 10). Among them, monocyte-like MNPs had the highest expression, and R1-like MNPs ranked second. Among nonimmune cells, endothelial cells had high expression of *C10orf54*, but protein expression was not evident in human kidneys (Figure 9C and Supplemental Figure 11). In humans, P-selectin glycoprotein ligand-1 (PSGL-1) is known to be a receptor for VISTA in acidic environments (33). When the gene expression of this receptor (named *SELPLG*) was profiled, CD4^+^ and CD8^+^ EM T cell clusters had the highest expression, followed by MNPs and NK cells (Figure 9D). These results suggest that human kidney MNPs interact with other immune cells (particularly EM T cells) via a VISTA/PSGL-1 pair in acidic environments, such as glomerulonephritis (34). The gene expression profiles of other immune checkpoints in normal human kidney cells are shown in Figure 9D.

To translate the mouse results to human disease, we selected human cases with biopsy-proven ANCA vasculitis because both the histological (e.g., crescentic glomerulonephritis and tubulointerstitial fibrosis) and clinical (e.g., rapidly progressive glomerulonephritis) signs are the same as those observed in the NTN model (35–37). VISTA-producing cells were primarily identified in infiltrated immune cells (Figure 9E). VISTA expression was negatively related to the IL-9^+^ and Sirius red^+^ areas (Figure 9F). When 23 samples were divided into 2 groups by the median value of expression (i.e., VISTA^hi^ and VISTA^lo^ kidneys), the VISTA^hi^ group seemed to have a lower risk of renal progression than the VISTA^lo^ group (Figure 9G). These results indicate that VISTA could be a biomarker related to glomerulonephritis and its fibrotic outcome.

## Discussion

Tubulointerstitial fibrosis after glomerular injury determines patient outcomes, but its immunological link and relevant sentinel molecules are not completely understood. The present results may provide clues, and VISTA was identified as a sentinel molecule particularly expressed in kidney macrophages. If VISTA was not expressed in the kidney, immunometabolic changes occurred, such as high oxidative phosphorylation and fatty acid metabolism and IFN-γ overproduction. These changes provoked IL-9 production in surrounding parenchymal tissue cells and aggravated interstitial fibrosis. The protective role of VISTA in tubulointerstitial fibrosis via the IFN-γ/IL-9 axis after glomerular injury could be reflected in human glomerulonephritis, wherein VISTA^hi^ kidneys had low fibrosis and better prognosis than VISTA^lo^ kidneys.

VISTA is an immunoregulatory and inhibitory checkpoint expressed in cells of the myeloid and lymphoid lineages (38). The expression can be inducible in inflammatory or cancerous conditions (12–15), but an interesting aspect is its high expression in kidney-resident macrophages (10). When the expression level was compared among tissue-resident macrophages, the kidney-resident subset had the highest expression, followed by peritoneal, splenic, and bone marrow macrophages (10). These results indicate that the tissue environment may determine VISTA expression in macrophages, and the unique pattern of kidney-resident macrophages implies their homeostatic role under normal conditions or during kidney inflammation. Our previous work identified kidney-resident macrophages as playing a repair role after ischemic tubular damage, and VISTA was determined to be a molecule relevant to this repair role (10). The transition from acute glomerular injury to tubulointerstitial fibrosis was aggravated when VISTA was depleted, wherein immunometabolic changes in T cells were observed, such as augmented oxidative phosphorylation, fatty acid metabolism, and IFN-γ production. These changes may be dependent on tissue status or specific to diseases such as severe glomerulonephritis.

In addition to direct damage by immune cells, the responses of parenchymal tissue cells, including glomeruli, tubules, and other stromal cells, are important for determining kidney outcomes (39). Parenchymal tissue cell–derived cytokines can be inflammatory or antiinflammatory, and all of these cytokines participate in tubulointerstitial fibrosis as a repair or sometimes ongoing process (40, 41). VISTA depletion augmented IFN-γ production from interstitial T cells, and then IL-9 was overwhelmed by surrounding parenchymal tissue cells. IL-9, as a Th2-type cytokine, has been related to immune tolerance and tissue fibrosis (42, 43). IL-9 can be produced in kidneys after injury (44), but the subsequent pathophysiology by IL-9 is less understood than that in other organs, such as the lung and liver. The all-or-none status of IL-9 in transgenic and knockout mice results in unexpectedly reduced and increased inflammatory responses, respectively (45, 46), indicating that proper or specific window levels may be needed to maintain homeostasis of the kidney or repair after injury. However, VISTA-depleted kidneys and subsequent high IFN-γ–producing T cells increased IL-9 levels in surrounding parenchymal tissue cells, which ultimately resulted in overzealous tubulointerstitial fibrosis.

VISTA can tune the activity of T cells in a contact manner, but there is a gap in understanding human kidneys. scRNA profiling indicated that *C10orf54* was transcribed primarily in kidney MNPs and T cells, which was similar to the mouse counterpart. However, gene expression levels were different such that human monocyte-like MNPs (R2 or monocytes in the mouse kidney) had the highest expression levels among immune cell subsets, higher than those of R1-like MNPs (R1 in the mouse kidney). The expression level within kidneys was associated with the fibrotic outcomes of ANCA vasculitis, a severe form of glomerulonephritis. These results will help us understand the difference between mice and humans and could improve intervention strategies related to VISTA or kidney immune cells.

A clear understanding of the pathogenesis of glomerulonephritis will provide valuable insight into disease progression and options for intervention. The present study shows that VISTA, which is primarily expressed in kidney macrophages, has a protective role in tubulointerstitial fibrosis after acute glomerular injury and that IFN-γ and IL-9 are involved in the pathological process. VISTA, as an immunoregulatory sentinel molecule, may be highlighted in future biomarker research and therapy development.

## Methods

### Mice.

C57BL/6 (B6), B6. CD45.1^+^, B6. *Ifng–/–*, and B6. *Rag1–/–* mice were purchased from the Jackson Laboratory (Jax). B6. *Vsir–/–* mice were established and bred using a cryopreserved sperm (KOMP Repository, UCD, Davis, California, USA). CD45.1^+^ *Vsir–/–* mice were generated to identify the cell origin in adoptive transfer experiments. All mice used in the experiments were 8 weeks of age and male. Animals were housed under specific pathogen–free conditions at the facility of Seoul National University College of Medicine.

For the NTN model, mice were preimmunized with 200 μg of sheep immunoglobulin G in Freund’s complete adjuvant via the intraperitoneal route, followed by 5 μL/g sheep nephrotoxic serum (Probetex Inc.) via intravenous injection 4 days later. To evaluate the IFN-γ/IL-9 axis, recombinant proteins (5 ng of IFN-γ or IL-9) were treated via subcapsular injection at day 7 after NTN induction, and antibodies (1 mg of anti–IFN-γ or anti–IL-9 antibody) were administered via intravenous injection at day 0 of NTN induction. As a metabolic inhibitor, 10 ng of oligomycin (Sigma Aldrich) or etomoxir (Sigma Aldrich) was administered via subcapsular injection at day 7 after NTN induction. The mice were sacrificed at the indicated time points after reperfusion.

### Flow cytometry.

Cells were washed, resuspended in staining buffer consisting of 2% horse serum and 0.05% sodium azide, blocked with anti-mouse CD16/CD32 antibodies for 15 minutes, and then incubated with primary antibodies. Alternatively, following surface staining, cells were incubated with fixation-permeabilization buffer, washed with permeabilization buffer (Fixation/Permeabilization Solution Kit; BD Biosciences), and then incubated with antibodies against intracellular antigens. Samples were processed by a BD Fortessa (BD Biosciences) and analyzed with FlowJo software. The antibodies used for flow cytometry are listed in Supplemental Table 1.

### Immunofluorescence.

Paraffin-embedded tissue sections were deparaffinized and rehydrated with xylene and ethanol. After retrieval of antigens, sections were blocked in 0.1 M Tris containing 0.1% Triton X-100, 10% normal mouse serum, and 1% bovine serum albumin. Images were acquired using a Leica DMi8 microscope (Leica Microsystems). The contact analysis between macrophages and infiltrated T cells was performed using the Imaris program (version 9.3.1; Bitplane). The colocalization module (*Coloc* in Imaris) was used to label CD3 and DAPI for T cells and F4/80 and CD72 for kidney-resident macrophages. Surfaces and spots were created for T cells and macrophages, and the number of spots was calculated within the indicated distance from the surface. The antibodies used for immunofluorescence are listed in Supplemental Table 1.

### Immunohistochemistry.

The steps before blocking were the same as those described in the immunofluorescence section. Blocking reagent was added for 1 hour at room temperature. Images were obtained using a Leica TCS SP8 STED CW (Leica Microsystems). All morphometric parameters were determined using a microscope coupled to a computerized morphometry system (Qwin3, Leica). The antibodies used for immunofluorescence are listed in Supplemental Table 1.

### Real-time qPCR.

RNA was purified from tissues using a Direct-zol RNA MicroPrep Kit (Zymo Research). RNA was reverse transcribed to cDNA with a PrimeScript RT Reagent Kit (TaKaRa Bio Inc.). Gene expression was evaluated by real-time reverse-transcriptase PCR using iQ SYBR Green Supermix (Bio-Rad) on a PCR amplification and detection instrument (CFX Connect Real-Time PCR Detection System; Bio-Rad). Gene expression was normalized to *18S* *rRNA*, and the mean relative gene expression was calculated using the 2^–ΔΔCt^ method. The primers used are listed in Supplemental Table 2.

### Single-cell RNA sequencing.

After digesting kidneys with 0.2 mg/ml liberase (Roche) at 37°C for 30 minutes, CD45^+^ cells were flow cytometrically sorted for the subsequent process. Libraries were prepared using the chromium controller according to the 10× Chromium Next GEM Single Cell 3′ protocol (version 3.1; 10× Genomics). Briefly, the cell suspensions were diluted in nuclease-free water to achieve a target count of 10,000. The cell suspension was mixed with master mix and loaded with gel beads and partitioning oil into a Chromium Next GEM Chip G. RNA transcripts were uniquely barcoded and reverse-transcribed within droplets. The cDNA molecules were pooled and subjected to an end-repair process, the addition of a single A base, and ligation of the adapters. The products were purified and enriched using PCR to produce the final cDNA library. The purified libraries were quantified using quantitative PCR (qPCR) according to the manufacturer’s protocol (Sigma-Aldrich) and were qualified using the Agilent 4200 TapeStation (Agilent Technologies) and sequenced using HiSeqX (Illumina) with a read length of 28 bp for read 1 (cell barcode and UMI), an 8 bp index read (sample barcode), and a read length of 91 bp for read 2 (RNA read). The Cell Ranger pipeline (version 3.1.0; 10× Genomics) was used to process the raw data set.

As a quality control of pooled scRNA-sequencing data of normal mouse kidneys (30, 47, 48), genes expressed in 10 or more cells, cells with 200–4000 unique genes, and cells with 20% or more mitochondrial genes were used. In the flow cytometrically sorted immune cells for comparison between NTN-induced WT and *Vsir–/–* mice, genes expressed in 5 or more cells, cells with 200 or more UMI counts, and cells with 10% or fewer mitochondrial genes were selected. 

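The deposited matrix held 7314 cells and 20299 genes, and the paper's number of cells is 7396. The smallest number of UMIs per cell was 504 in the WT library and 501 in the *Vsir–/–* library, above the stated minimum of 200. The largest share of mitochondrial UMIs was 9.96% and 10.0%. Over both libraries, 521 genes had no UMI in any cell and 1800 had a UMI in 1 to 4 cells, although the stated minimum is 5 cells. Within the libraries, 140 genes were found in 1 to 4 WT cells and 2332 in 1 to 4 *Vsir–/–* cells, of which 0 and 708 were found in 1 cell. Ribosomal protein genes took 26.5% of all UMIs in the WT library and 15.5% in the *Vsir–/–* library, and mitochondrial genes took 3.05% and 3.97%.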

As a quality control of pooled scRNA-sequencing data of normal human kidneys (29–32), the same quality control as in the NTN model was used. The raw data on normal mouse and human kidneys could be identified in the original papers, and the data on NTN-induced kidneys were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE181163).

R (version 4.0.3; The Comprehensive R Archive Network: http://cran.r-project.org) and Seurat (version 3.2.3) packages were used in analyses, as follows: SCTransform, merging data with adjusting batch-effects (49); FindNeighbors and FindClusters, finding clusters; RunUMAP, FeaturePlot, DotPlot, and VlnPlot, visualizing data; Findmarkers, identifying differentially expressed genes; fgsea, analyzing the Hallmark gene set enrichment analysis; and SingleCellSignalR, evaluating the ligand-receptor interaction (50).

### Kidney histology.

Kidneys were fixed in 4% formalin, paraffin embedded, and cut into 4 μm sections. Sections were then stained with periodic acid–Schiff before microscopy analysis (Leica Microsystems). Glomerular injury was estimated in a blinded manner based on the following system: 0, normal glomeruli without structural damage; 1, glomerular matrix expansion and edema formation of less than 25% of the glomeruli; 2, increased intraglomerular cell count and swelling up to 50%; 3, obliteration or collapse in up to 75% of glomeruli; and 4, complete structural obliteration and thrombosis (51). The assessment of tubular injury in the cortex was graded in a blinded manner based on the percentages of tubular dilatation, cast deposition, brush border loss, and necrosis as follows: 0, no involvement; 1, less than 10% involvement; 2, 10%–25% involvement; 3, 25%–50% involvement; 4, 50%–75% involvement; and 5, more than 75% involvement. Ten random fields per kidney section (×200 magnification) were used for quantification. Sirius red (Abcam) and Masson’s trichrome (Roche) staining assays were performed according to the manufacturers’ recommendations. Apoptotic cells were identified in tissue sections using the Click-iT TUNEL imaging assay (Thermo Fisher Scientific) according to the manufacturer’s instructions. The areas of fibrosis and positive staining were evaluated using ImageJ software (version 1.5; NIH).

### Adoptive transfer of T cells.

CD62L^+^CD4^+^ or CD62L^+^CD8^+^ T cells were negatively sorted from lymph nodes using anti-biotin microbeads (Miltenyi Biotec). The purity was greater than 95%. A total of 5 × 10^6^ cells from WT or *Vsir–/–* mice (or *Ifng–/–* mice in other experiments) were adoptively transferred to *Rag1–/–* mice at day 2 after NTN induction. For a competitive assay, 2.5 × 10^6^ and 2.5 × 10^6^ cells from CD45.2^+^ WT and CD45.1^+^ *Vsir–/–* mice, respectively, were adoptively transferred to *Rag1–/–* mice under the same scheme.

### Human samples.

Kidney biopsied tissues were evaluated in patients with ANCA vasculitis (*n* = 23). Immunohistochemistry and Sirius red staining were used to estimate the VISTA^+^, IL-9^+^, and fibrotic areas in the interstitium of the cortex. Composite renal risk (e.g., doubling of serum creatinine, development of end-stage renal disease, and death) was compared between the VISTA^hi^ and VISTA^lo^ groups. Normal human kidney tissue was obtained from patients who underwent radical nephrectomy due to urogenital malignancy, but did not have hydronephrosis or any infectious diseases.

### Statistics.

All analyses and calculations were performed using GraphPad Prism (version 8.0; GraphPad Software). The results are expressed as the mean ± SEM or proportion. Differences between groups were evaluated using 2-tailed Student’s *t* test and ANOVA with Tukey’s test for comparison between 2 and multiple groups, respectively. Survival curves were drawn using the Kaplan-Meier method. To compare survival curves between groups, the log‑rank test was applied. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All animal experiments were approved by the Seoul National University IACUC (no. SNU-190621-3-13). The study design for human samples was approved by the IRB of Seoul National University Hospital (H-1810-016-975) and complied with the Declaration of Helsinki. All patients provided written, informed consent for the donation and use of their specimens.

## Author contributions

SSH and DSL designed the study. MGK, CLK, MH, and JH performed experiments and analyzed data. DY and SSH analyzed bioinformatics data. KCM and SSH supervised histology studies. CWJ, CK, and DKK collected data. DKK, KHO, KWJ, and YSK provided critical reading of the manuscript. MGK, DSL, and SSH wrote the manuscript. All authors approved the final manuscript. Co–first authorship order was determined based on contribution to results generation.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
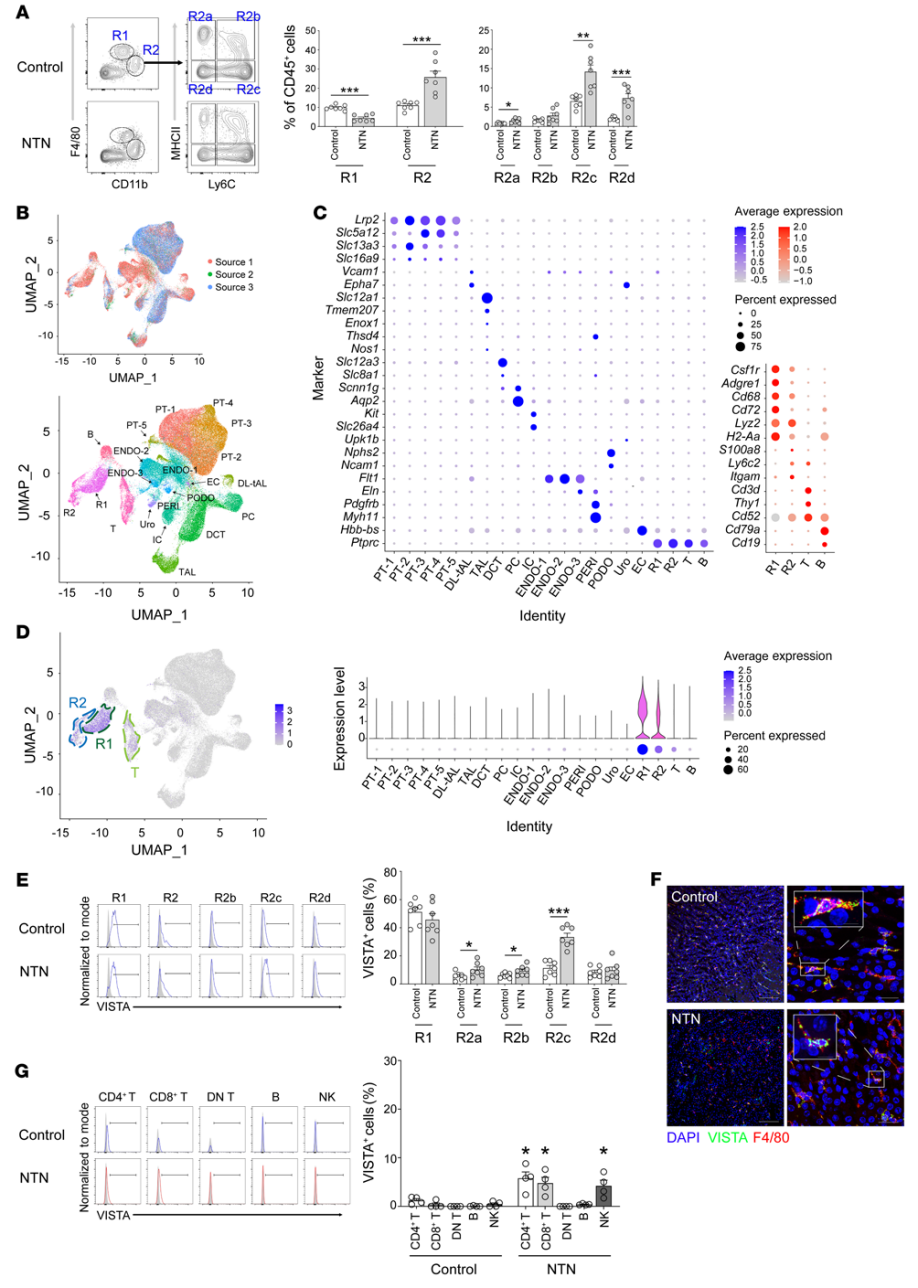
VISTA expression in the NTN model. (**A**) Representative flow cytometry plot of R1 and R2 macrophages. Cells were gated from DAPI^–^CD45^+^Ly6G^–^ subset. Proportions of R1 and R2 macrophages at day 8 after NTN induction (*n* = 7 per group). (**B**) UMAP plots of 86,254 cells pooled from 3 sources with C57BL/6 mice. PT, proximal tubule; DL-tAL, descending limb and thin ascending limb of loop of Henle; TAL, thick ascending limb of loop of Henle; DCT, distal convoluted tubule; PC, principal cell of collecting duct; IC, intercalated cell of collecting duct; ENDO, endothelial cell; PERI, pericyte; PODO, podocyte; Uro, urothelium; EC, erythrocyte. (**C**) Dot plots to identify clusters of parenchymal tissue cells (left) and immune cells (right). (**D**) Violin and dot plots for the expression levels of the *Vsir* gene in clusters. (**E**) Expression of VISTA protein in R1 and R2 macrophages at day 8 after NTN induction (*n* = 7 per group). A representative flow cytometry plot of VISTA is shown. (**F**) Representative image of kidney sections immunostained for DAPI, VISTA, and F4/80. Upper and lower images represent before and after NTN induction, respectively. Scale bar: 100 μm. (**G**) Expression of VISTA protein in other immune cells, such as CD4^+^ T (CD45^+^CD3^+^CD4^+^), CD8^+^ T (CD45^+^CD3^+^CD8^+^), double-negative (DN) T (CD45^+^CD3^+^CD4^–^CD8^–^), B (CD45^+^CD19^+^), and NK (CD45^+^CD3^–^NK1.1^+^) cells (*n* = 4 per group). A representative flow cytometry plot of VISTA after NTN induction is shown. Data are represented as mean ± SEM. *P* values were calculated using an unpaired Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent at least 3 independent experiments.

**Figure 2:**
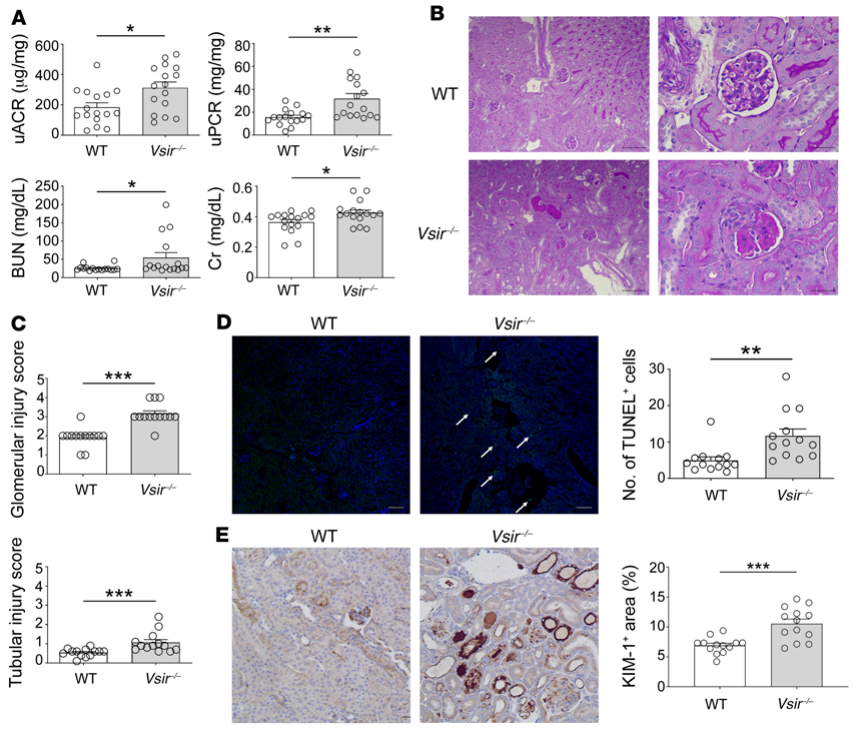
Deleterious parenchymal tissues in VISTA-depleted conditions. (**A**) Kidney damage markers in WT and *Vsir–/–* mice (*n* = 16 per group). uACR, random urine albumin-to-creatinine ratio; uPCR, random urine protein-to-creatinine ratio; BUN, blood urea nitrogen; Cr, creatinine. (**B**) Representative PAS staining images of NTN-induced kidneys. Scale bars: 100 μm (left); 50 μm (right). (**C**) Glomerular and tubular injury scores at day 8 after NTN induction (*n* = 13 per group). (**D**) Representative TUNEL images at day 8 after NTN induction (*n* = 13 per group). TUNEL^+^ cells (arrows) were calculated based on 10 randomly selected images. Original magnification, ×100. (**E**) Representative KIM-1 images at day 8 after NTN induction (*n* = 13 per group). KIM-1^+^ cells were calculated from 10 randomly selected images. Data are represented as mean ± SEM. *P* values were calculated using an unpaired Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent at least 3 independent experiments.

**Figure 3:**
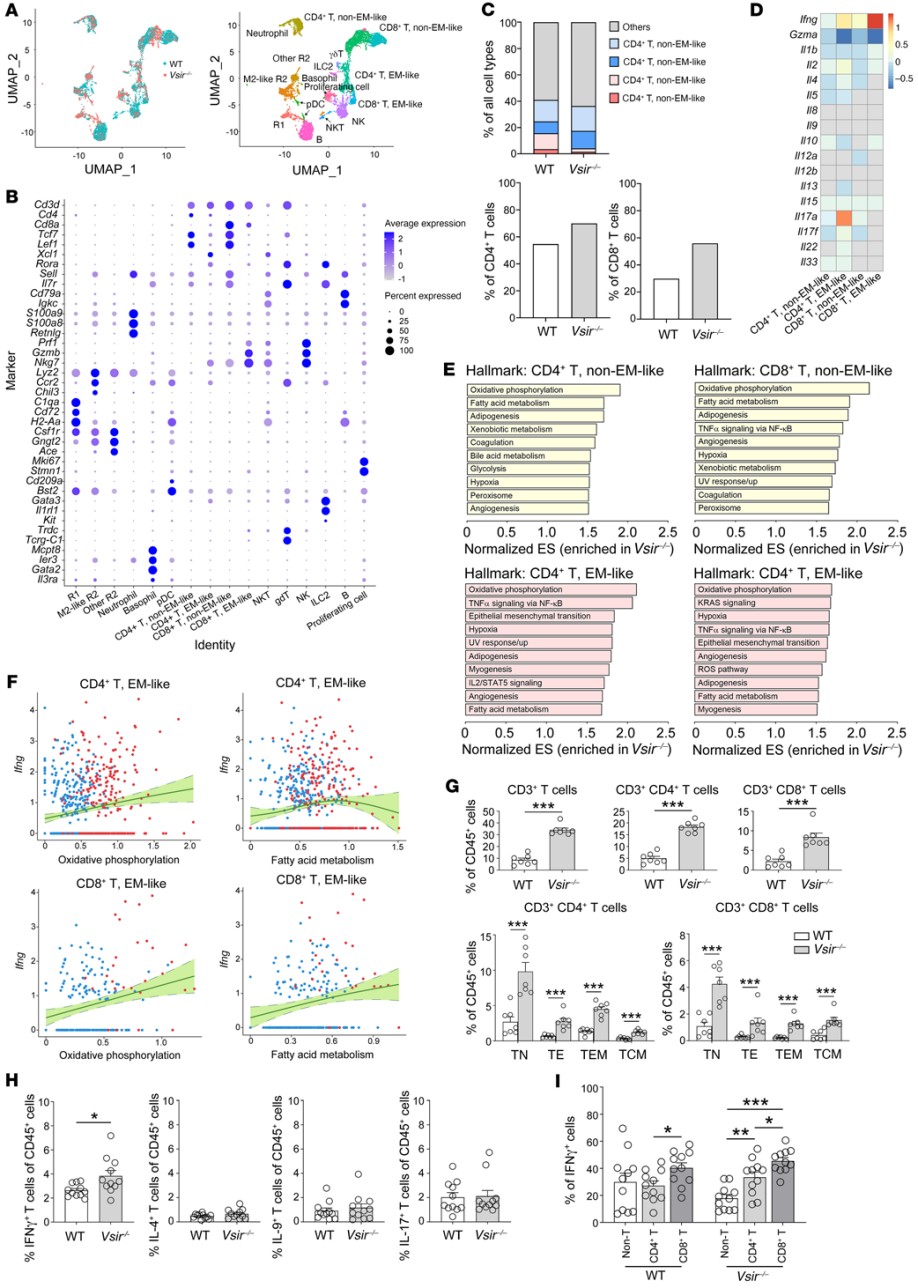
Immunometabolic changes in T cells. (**A**) UMAP plots of 7396 sorted immune cells. (**B**) Dot plot to identify clusters of immune cells. pDC, plasmacytoid dendritic cell; NKT, NK T cell; ILC2, type 2 innate lymphoid cell. (**C**) Proportions of all cell types in WT and *Vsir–/–* kidneys (upper). Proportions of EM-like T cells within each T cell lineage (lower). (**D**) Heatmap of logarithmic fold changes of cytokine genes in T cells from *Vsir–/–* mice compared with WT mice. (**E**) Hallmark gene set enrichment analysis in order of normalized enrichment score (ES). (**F**) Correlation between metabolic features and *Ifng* level in EM-like T cells. Line and area represent nonlinear relationship and 95% CIs, respectively. Blue and red dots represent T cells obtained from the kidneys of WT and *Vsir–/–* mice, respectively. (**G**) Proportions of T cell subsets evaluated by flow cytometry (*n* = 7 per group). TN, naive T cells; TEM, effector memory T cells; TE, effector T cells; TCM, central memory T cells. (**H**) Proportions of cytokine-producing T cells evaluated by flow cytometry (*n* = 11 per group). (**I**) Proportions of IFN-γ^+^ cells in CD4^+^, CD8^+^, and other immune cells (*n* = 11 per group). *P* values were calculated using an unpaired Student’s *t* test for 2 groups or ANOVA with Tukey’s test for multiple comparison. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent 2 or 3 independent experiments.

**Figure 4:**
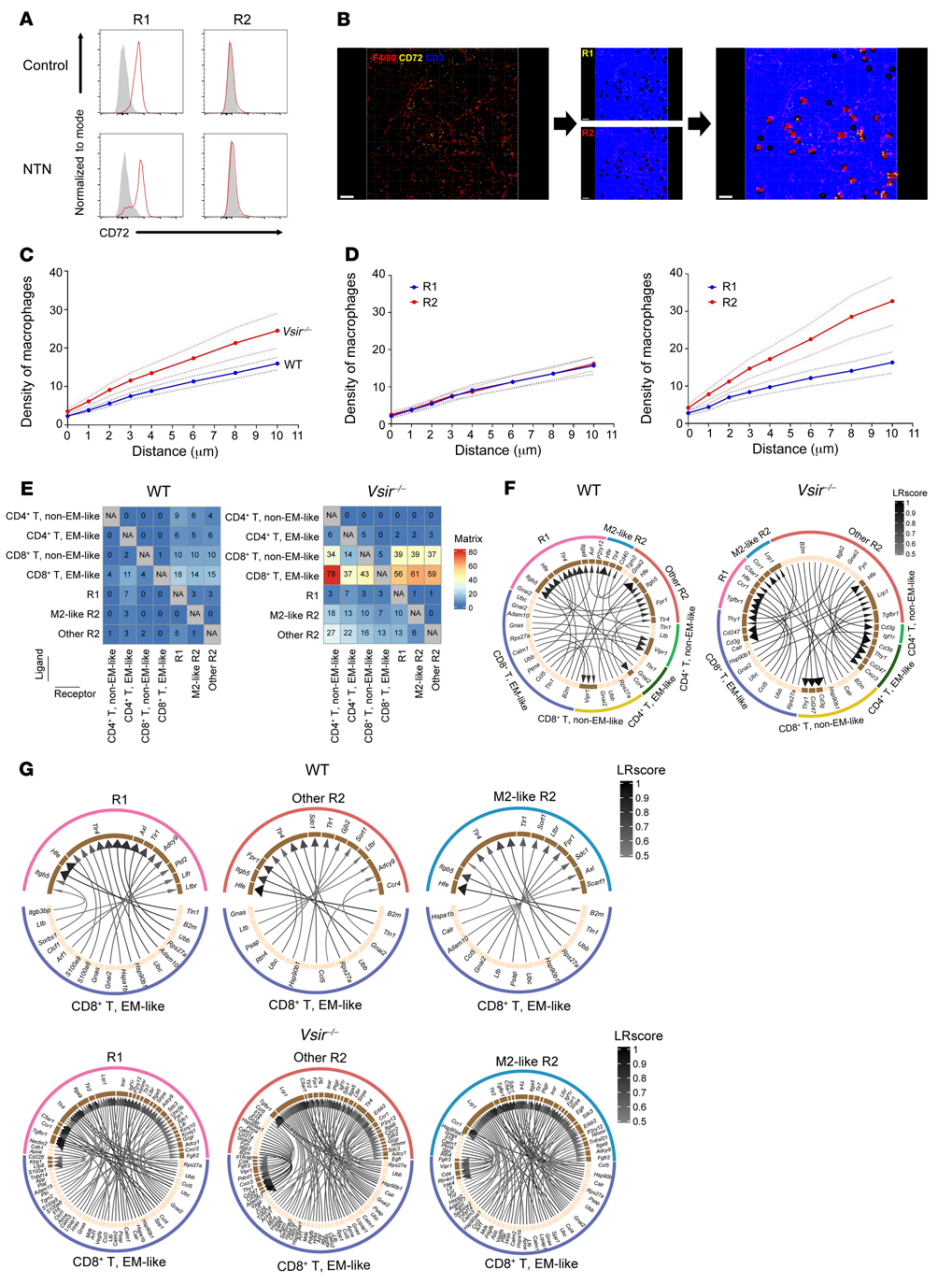
Contact between macrophages and T cells. (**A**) Representative flow cytometry plot of CD72 in R1 and R2 macrophages. (**B**) Representative plot of kidney sections immunostained for F4/80, CD72, and CD3 and analysis process to identify the contact frequency between macrophages and T cells. Scale bars: 50 μm. (**C**) Density of macrophages around T cells. (**D**) Density of macrophage subsets in WT (left) and *Vsir–/–* (right) mice. (**E**) Numbers of ligand-receptor pairs between macrophage and T cell clusters. (**F**) Chord diagrams of the top 30 interactions between macrophage and T cell clusters. The ligand-receptor interaction scores (LR scores) were bounded by 0 and 1, and a high score represented a strong interaction. (**G**) Chord diagrams of all ligand-receptor pairs between EM-like CD8^+^ T cells and each macrophage cluster (see the raw data in Supplemental Data 1). Data represent 2 or 3 independent experiments.

**Figure 5:**
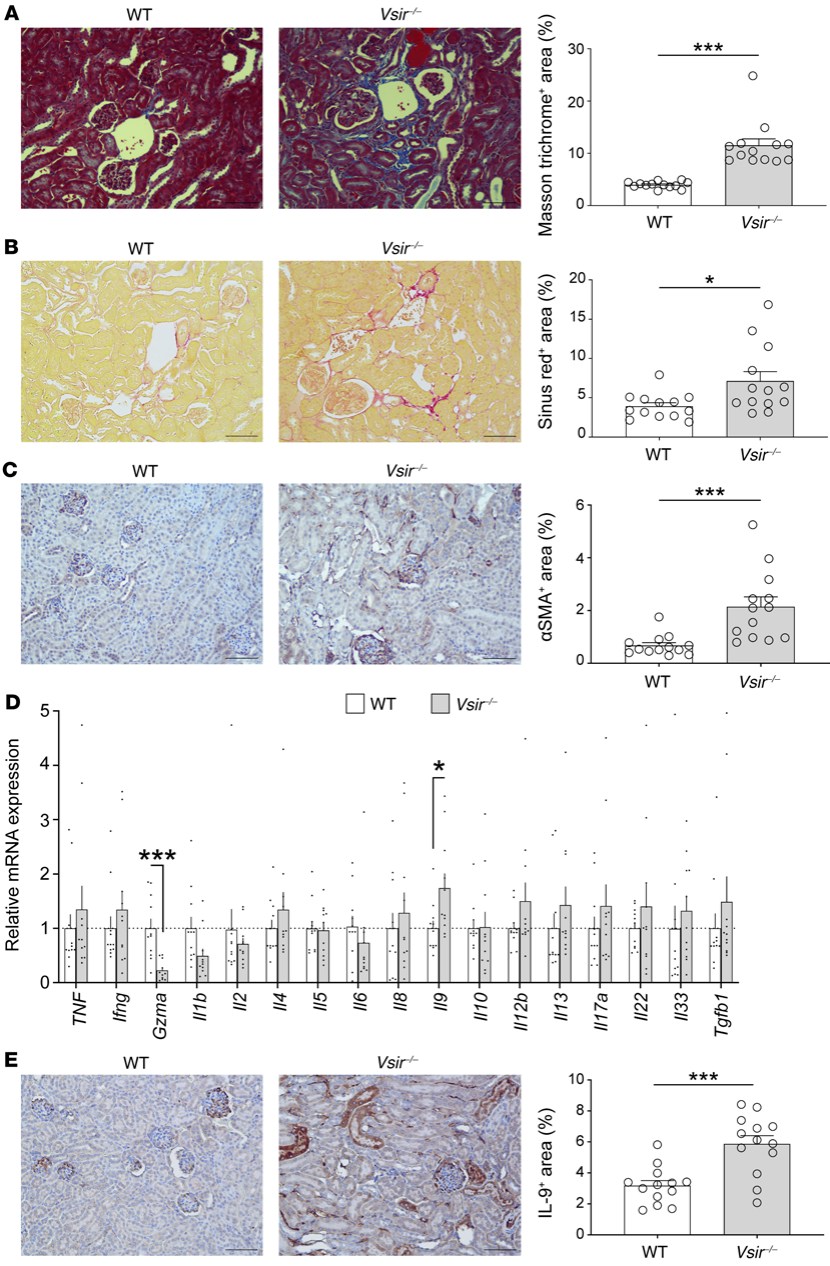
Fibrotic parenchyma in VISTA-depleted kidneys. (**A**) Masson trichrome–positive area in WT and *Vsir–/–* kidneys and their representative plots. Scale bars: 100 μm. (**B**) Sirius red–positive area WT and *Vsir–/–* kidneys and their representative plots. Scale bars: 100 μm. (**C**) αSMA-positive area in WT and *Vsir–/–* kidneys, and their representative plots. Scale bars: 100 μm. (**D**) Cytokine-gene expression of kidney parenchyma. (**E**) Representative plots of kidney sections immunostained for IL-9 and comparison of the IL-9^+^ area between WT and *Vsir–/–* kidneys. Scale bars: 100 μm. Data are represented as mean ± SEM (*n* = 11–13 per group). *P* values were calculated using an unpaired Student’s *t* test. *P < 0.05; ***P < 0.001. Data represent at least 3 independent experiments.

**Figure 6:**
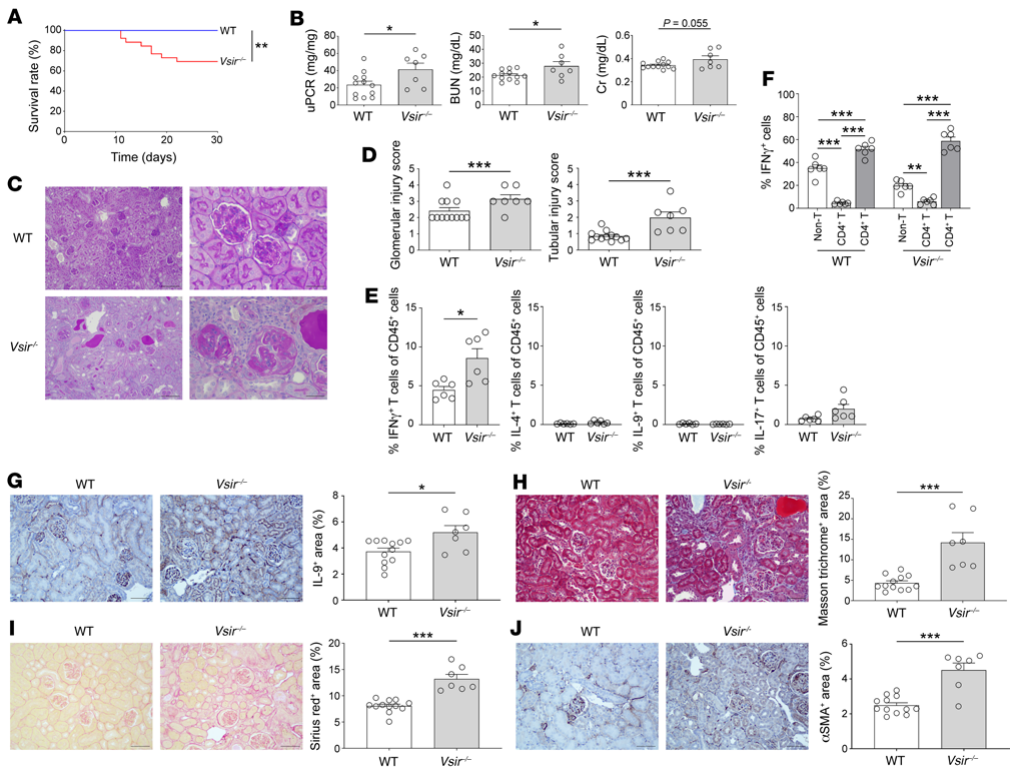
Overwhelming of the IFN-γ/IL-9 axis in the late phase of VISTA-depleted kidneys. (**A**) Survival rates of NTN-induced WT and *Vsir–/–* mice (*n* = 12 per group). Statistical significance for survival was calculated using the Kaplan-Meier method with the log-rank test. (**B**) Kidney damage markers in WT and *Vsir–/–* mice that had survived to day 36 after NTN induction. (**C**) Representative PAS-staining images of kidneys at day 36 after NTN induction. Scale bars: 100 μm (left); 50 μm (right). (**D**) Glomerular and tubular injury scores at day 36 after NTN induction. (**E**) Proportions of cytokine-producing T cells evaluated by flow cytometry. (**F**) Proportions of IFN-γ^+^ cells in CD4^+^, CD8^+^, and other immune cells. (**G**) Representative plots of kidney sections immunostained for IL-9 and comparison of the IL-9^+^ area between WT and *Vsir–/–* kidneys. (**H**) Representative Masson trichrome plots of kidney sections and comparison between WT and *Vsir–/–* kidneys. (**I**) Representative Sirius red plots of kidney sections and comparison between WT and *Vsir–/–* kidneys. (**J**) Representative Sirius red plots of kidney sections immunostained for αSMA, and comparison between WT and *Vsir–/–* kidneys. Data are represented as mean ± SEM (*n* = 7–12 per group). Scale bars: 100 μm. *P* values were calculated using an unpaired Student’s *t* test for 2 groups or ANOVA with Tukey’s test for multiple comparison. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent 2 or 3 independent experiments.

**Figure 7:**
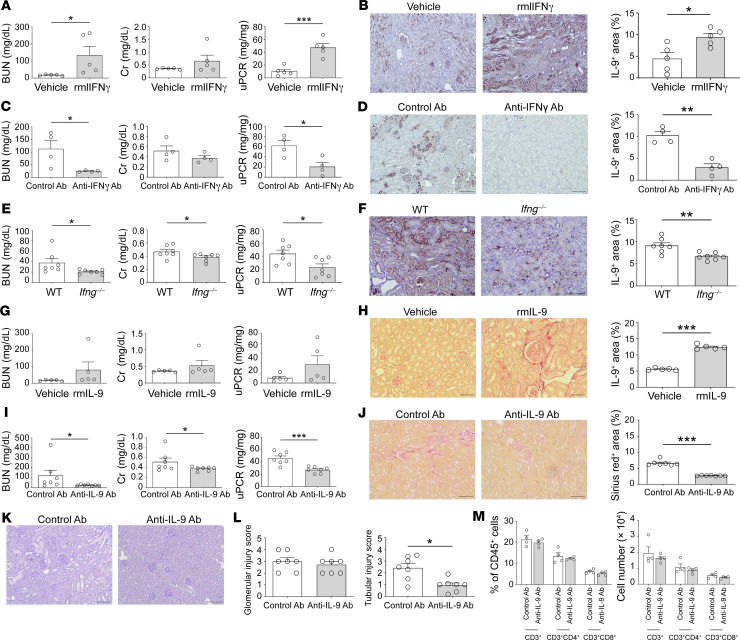
Confirmation of the IFN-γ/IL-9 fibrosis axis. (**A**) Kidney damage markers in vehicle- and rmIFN-γ-treated WT kidneys. (**B**) Representative plots of kidney sections immunostained for IL-9 and comparison of the IL-9^+^ area between vehicle- and rmIFN-γ–treated kidneys. (**C**) Kidney damage markers in control antibody- and anti–IFN-γ antibody–treated *Vsir–/–* kidneys. (**D**) Representative plots of kidney sections immunostained for IL-9 and comparison of the IL-9^+^ area between control antibody- and anti–IFN-γ antibody–treated kidneys. (**E**) Kidney damage markers in NTN-induced *Rag1–/–* mice with adoptive transfer of naive CD8^+^ T cells from WT and *Ifng–/–* mice. (**F**) Representative plots of kidney sections immunostained for IL-9 and comparison of the IL-9^+^ area in NTN-induced *Rag1–/–* kidneys between WT mouse-derived and *Ifng–/–* mouse–derived naive CD8^+^ T cell transfer. (**G**) Kidney damage markers in vehicle- and rmIL-9–treated WT kidneys. (**H**) Representative plots of kidney sections immunostained for Sirius red and comparison of the Sirius red^+^ area between vehicle- and rmIL-9-treated WT kidneys. (**I**) Kidney damage markers in control antibody- and anti–IL-9 antibody–treated *Vsir–/–* kidneys. (**J**) Representative plots of kidney sections immunostained for Sirius red and comparison of the Sirius red^+^ area between control antibody– and anti–IL-9 antibody–treated *Vsir–/–* kidneys. Scale bars: 100 μm. (**K**) Representative PAS staining images of control antibody- and anti–IL-9 antibody–treated *Vsir–/–* kidneys. Scale bars: 100 μm. (**L**) Glomerular and tubular injury scores in control antibody– and anti–IL-9 antibody–treated *Vsir–/–* kidneys. (**M**) Proportions of T cell subsets in control antibody– and anti–IL-9 antibody–treated *Vsir–/–* kidneys. Data are represented as mean ± SEM (*n* = 4–7 per group). *P* values were calculated using an unpaired Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent 2 or 3 independent experiments.

**Figure 8:**
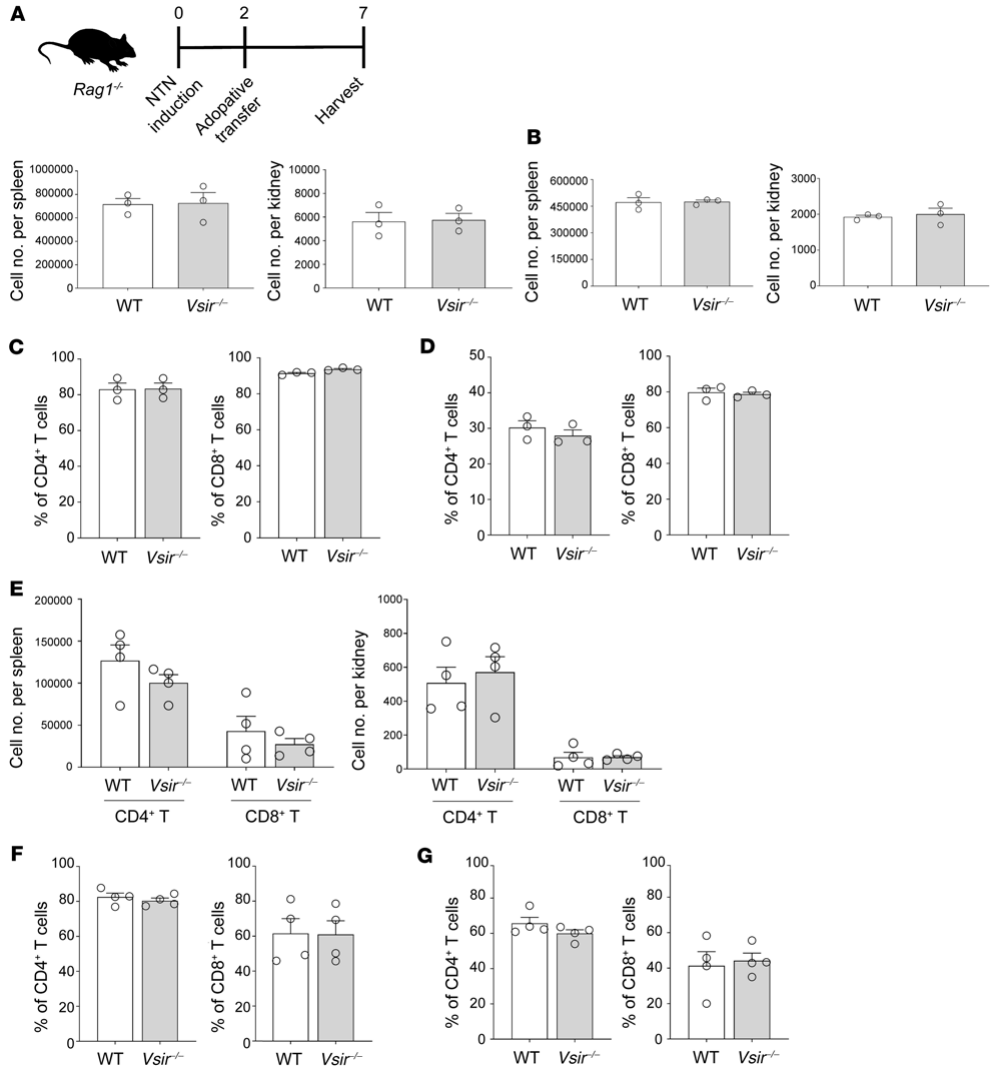
Minimal effects of VISTA-depleted T cells in the NTN model. (**A**) Schematic of adoptive transfer experiments. Infiltrated cell numbers in the spleen and kidney after adoptive transfer of naive CD4^+^ T cells to NTN-induced *Rag1–/–* mice. (**B**) Infiltrated cell numbers in the spleen and kidney after adoptive transfer of naive CD8^+^ T cells to NTN-induced *Rag1–/–* mice. The adoptive transfer scheme was the same as in **A**. (**C**) Proportion of CD44^+^ cells among each T cell lineage in the spleen. (**D**) Proportion of CD44^+^ cells among each T cell lineage in the kidney. (**E**) Infiltrated cell numbers of WT mouse– and *Vsir–/–* mouse–derived CD3^+^ T cells after NTN induction in a competitive assay. The adoptive transfer scheme was the same as in **A**. (**F**) Proportion of CD44^+^ cells among each T cell lineage in the spleen. (**G**) Proportion of CD44^+^ cells among each T cell lineage in the kidney. Data are represented as mean ± SEM (*n* = 3–4 per group). *P* values were calculated using an unpaired Student’s *t* test. All the differences between groups were not significant.

**Figure 9:**
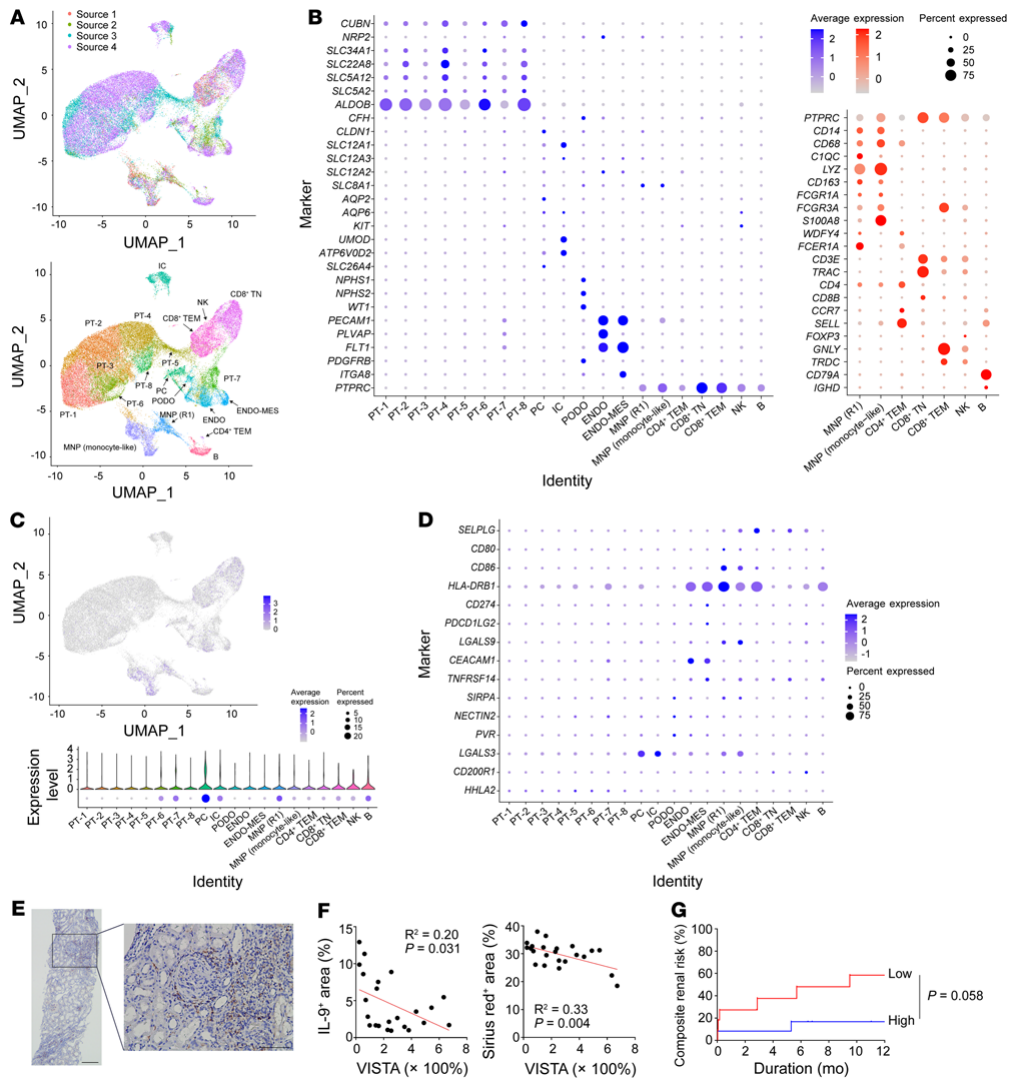
Translation of results to human glomerulonephritis. (**A**) UMAP plots of 55,107 cells from pooled data. (**B**) Dot plots to identify clusters of parenchymal tissue cells (left) and immune cells (right). ENDO, endocyte; MES, mesangial cell. (**C**) Expression of the *C10orf54* gene in the UMAP plot (upper) and clusters (lower). (**D**) Dot plot for the gene expression of PSGL-1 and other immune checkpoints. (**E**) Representative image of kidney sections with ANCA vasculitis immunostained for VISTA. Scale bars: 200 μm (left); 100 μm (right). (**F**) Correlations of VISTA expression with the IL-9^+^ (left) and Sirius red^+^ (right) areas in ANCA vasculitis. The correlation coefficients were measured using Pearson’s correlation test. (**G**) Kaplan-Meier curve of composite renal risk according to VISTA expression. Composite renal risk was defined as a doubling of serum creatinine, development of end-stage renal disease, or death. Statistical significance for survival was calculated using the Kaplan-Meier method with the log-rank test.

How the deposited data were processed for this re-analysis (not part of the article)

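Kidney cells of mice with NTN were profiled by scRNA sequencing in 1 WT library and 1 *Vsir–/–* library. The authors processed the reads with Cell Ranger (version 3.1.0), applied their filters on genes and cells, merged the libraries with SCTransform in Seurat (version 3.2.3), clustered the cells, and named the clusters. The deposited values used here are whole-number counts of UMIs per gene and cell, with no normalization, in a sparse matrix. The authors' table of cells gives the library, the cluster, the UMIs, the number of genes, and the mitochondrial percent of each cell, and its UMI and mitochondrial values were checked against the matrix. Deposited percent values served only to describe the filter on mitochondrial UMIs and for the alternative limit of 5%. A table of coordinates adds 2 columns that belong to no sample measurement, and these were not used. The genome build, the annotation, and any removal of doublets are not given in the sources used here.

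The libraries were identified by their labels, and the cell types are the authors' names. Because each genotype has 1 library and cells are not replicates, no p-value, standard error, or number of changed genes was computed. UMIs were summed per cluster and library, and CPM were taken against all UMIs of the same cells, with Poisson and Clopper-Pearson intervals at the 95% level and exact conditional intervals for ratios. A count of 0 was treated as allowing up to 3 counts where a limit is given for an expression level. Cells were thinned to 1000 UMIs by draws without replacement with a fixed seed. The depths of 32799550 and 18601189 UMIs leave little counting error for pooled T cells, but the *Vsir–/–* EM-like CD8+ cluster rests on 28 cells and 166037 UMIs.

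Gene lists for the respiratory chain, genes encoded by mitochondrial DNA, fatty acid metabolism, glycolysis, kidney tubule cells, stress of tissue dissociation, and the cytokine genes of Figure 3D were fixed before the data were examined, as were the rule for named genes and the alternatives not marked as chosen later. A list's value is the median log2 ratio over its genes with at least 20 UMIs in the cluster, with a pseudocount of 0.5, less the median of all genes that pass this filter. It was compared with 10000 random lists drawn from 20 bins of mean expression. Scores per cell for the correlation with *Ifng* are means of ln(1 + UMIs per 10000). The ligand-receptor score was rebuilt from its published form, because the package was not used here, on the 180 gene pairs of Supplemental Data 1, so a gene pair that the paper lists in neither genotype could not be counted. The genes named in the text were chosen by a fixed rule. The rule takes every gene that the paper names for these data. In each T cell cluster it adds the 3 genes with the largest and the 3 with the smallest log2 ratio of CPM among genes with at least 100 UMIs in the cluster and at least 4 in each library. It also takes the 5 most abundant tubule genes and the 3 strongest ligand-receptor pairs per genotype. Some genes that the rule names, and the EM-like share with EM-like cells defined by transcripts, are not reported here. Genes named outside the rule are marked as chosen after their values were seen, except for T cell, sex-linked, and lineage transcripts, which were all chosen after the data were seen.

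The alternatives changed the cells kept, the depth, the denominator, the weighting of cells, the filter on low counts, the centring, the score threshold (0.6 in place of 0.5), the condition on the receptor, the scaling of cells (the 99th percentile in place of the total), and the cluster sizes. Doublets were called with scrublet in each library, but the caller marked 4 of 5470 WT cells and 6 of 1844 *Vsir–/–* cells. It was judged not to have worked, so doublets were not removed and no results without them are given. Without replicates, a value with an interval was called moved when it left its counting interval, a median or rho when it changed by more than 0.1, and a ratio or number of pairs when it changed by more than 1.5-fold. The tolerances of 0.1 and 1.5 were set after the data were seen.

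The steps were tested on counts simulated from the real means and library sizes of each T cell cluster, for the comparison of *Vsir–/–* with WT mice. In EM-like CD8+ T cells, with 5455 genes, lists raised and lowered by 1 on the log2 scale gave medians of 0.98 and −1.01, and an unchanged list gave −0.02. In non–EM-like CD4+ T cells, with 9510 genes, the medians were 1.00, −1.02, and −0.03. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, and matplotlib 3.10.9. Older gene symbols were matched through the RefSeq gene table of the mouse, without coordinates.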

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

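Tests chosen only after the result was seen were those of the source of the tubule transcripts (sort, free RNA, and injury), of the sex-linked genes and a swap, of the gene symbols, of free *Ifng* RNA, and of *Cd4* in the EM-like CD8+ cluster. Those of the metabolic lists against the tubule list, other cell types, and depth, and of a single cell with much *Ifng*, were chosen before their results were seen.

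Transcripts of kidney tubule cells, which the paper does not discuss for these cells, were found in every cluster of the *Vsir–/–* library. In EM-like CD4+ T cells the tubule list was at 4499 CPM, against 171 CPM in WT mice. Among its most abundant genes, *Gpx3* was at 796 CPM and *Fxyd2* at 524 CPM in *Vsir–/–* EM-like CD4+ T cells, and *Kap* at 281 CPM. In WT EM-like CD4+ T cells, *Gpx3* and *Kap* had 0 UMIs and *Fxyd2* had 3. Another, *Napsa*, is also found in WT immune cells (418 CPM in B cells), and *Slc27a2* is also on the fatty acid metabolism list. Free RNA in the droplets is a candidate explanation, because the 5th percentile over *Vsir–/–* cells with a T cell transcript was at least 12.0 tubule UMIs per 10000 in each of the 4 T cell clusters, so nearly every droplet held some. A sort that did not hold only CD45+ cells is another, since *Ptprc* was found in 13.6% of the *Vsir–/–* non–EM-like CD4+ cells after thinning (30.4% before) and the sample labels describe this library as all kidney cells. Both can be true at once. A biological explanation is that the more severe tubular injury of *Vsir–/–* mice set tubule RNA free. With 1 library per genotype, injury, sort, and handling cannot be told apart for this pattern.

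The metabolic lists point in the same direction as the tubule transcripts. The ratio of the tubule list, *Vsir–/–* over WT, was at least 13.4 in the 4 T cell clusters, B cells, neutrophils, and NK cells. It was lower in M2-like R2 (3.19), other R2 (4.26), and R1 macrophages (7.46). In WT mice, however, *Napsa* alone took 716 of 836 CPM of the list in M2-like R2 and 824 of 906 CPM in other R2 macrophages. These ratios therefore understate the rise of the other list genes there. The median log2 ratio over the list's genes, less that of all genes, was 7.45 in M2-like R2, 6.74 in other R2, and 5.58 in R1 macrophages. It was at least 7.85 in the T cell clusters, B cells, neutrophils, and NK cells. The metabolic list medians were at least 0.25 in B cells, neutrophils, NK cells, and the macrophage clusters. At least 73.7% of every list median in T cells was kept after thinning. Thinning leaves the expected share of each gene in a cell unchanged, so this cannot decide whether depth is the cause. The difference in gene symbols was argued against, since at least 93.5% was kept with only the genes that have a UMI in both libraries. RNA of tubule cells, which are rich in respiratory chain transcripts, may therefore account for part or all of the higher metabolic lists in *Vsir–/–* T cells, and so may another difference between the libraries that is not limited to T cells. A metabolic change in the T cells themselves stays open. When the profile of the *Vsir–/–* cells without a T cell transcript was subtracted, the respiratory chain median of EM-like CD8+ T cells went from 0.29 to 0.08, but this rests on an assumed profile and does not exclude a change of that size. The B cell values carry a further limit, since *Ptprc* was found in 56.8% of *Vsir–/–* and 86.1% of WT B cells.

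Of the *Vsir–/–* cells in the non–EM-like CD4+ cluster, 66.8% (interval 61.6–71.7%), or 233 of 349, had no T cell transcript, against 0 of 895 WT cells. These cells had a median of 9616 UMIs, a tubule list level of 23886 CPM, and a *Ptprc* UMI in 6.44% of cells, whereas the 116 *Vsir–/–* cells with a T cell transcript had a median of 5349.5 UMIs, 8716 CPM, and 78.4%. Among genes looked up after the values were seen, *Epcam* was at 590 CPM, *Kdr* at 397 CPM, *Emcn* at 661 CPM, and *Umod* at 513 CPM in the cells without a T cell transcript. The *Vsir–/–* cells with such a transcript had 126, 565, 1009, and 287 CPM of these genes, so endothelial RNA did not set the groups apart and the cells kept are not free of other RNA. The low *Ptprc* share of the cluster (13.6% after thinning) is consistent with cells other than immune cells in it. Low depth was argued against by their higher median. No biological explanation was tested.

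*Xist*, the transcript of the inactive X chromosome, had 16405 UMIs in the *Vsir–/–* library and 0 in the WT library, whereas 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Uty*, and *Kdm5d*) had 5175 UMIs in the WT library and 0 in the *Vsir–/–* library. Mice of different sex in the libraries would give this pattern, and it may be the source of some differences between the genotypes. A swap of the libraries was argued against by *Vsir*, with 4278 UMIs in the library labelled WT. The paper states that all mice were male, and sex is confounded with genotype here. Which differences depend on sex was not tested.

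Of the gene symbols with UMIs in 1 library only, 1053 were in the WT library and 4827 in the *Vsir–/–* library. Among the WT-only symbols, 133 are older names of *Vsir–/–*-only symbols, the reverse held for 1, and random symbols gave at most 25 in 100 draws. For example, *Usmg5* had 7338 UMIs in WT mice and *Atp5md*, its newer name, 8612 UMIs in *Vsir–/–* mice. The libraries were likely counted with annotations of different age, and genes with different models may then differ between the libraries without any biological difference. No biological explanation was tested.

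In the *Vsir–/–* EM-like CD8+ cluster, 57.2% of the *Ifng* UMIs lay in the 6 cells with a *Cd4* UMI and no *Cd8a* or *Cd8b1* UMI (2514 CPM, interval 2090–3000), and 27.4% lay in the 15 cells with the opposite pattern. Cells of the CD4+ lineage within the cluster may therefore hold part of its *Ifng*. They were argued against as the whole cause, since the log2 ratio of *Ifng* was 1.92 among cells with a *Cd8a* or *Cd8b1* UMI and no *Cd4* UMI. A single cell was argued against as well, since 81.0% of the ratio was kept without the *Vsir–/–* cell with the most *Ifng* UMIs. Free *Ifng* RNA in the *Vsir–/–* library was argued against by B cells, neutrophils, and M2-like R2 macrophages, in each of which *Ifng* was lower in *Vsir–/–* mice (the smallest change was −2.40 CPM). Sex, sort, and other differences between the libraries stay open beside the genotype. Transcripts of both lineages were found in 0 of the 28 cells.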

How the results depend on the processing

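The alternatives that kept only cells with a T cell transcript or a lineage transcript, that kept only genes with a UMI in both libraries, that subtracted a free RNA profile, and that set the receptor limit at 10 CPM were chosen after the results were seen. Of 123 values of the main comparisons under the alternatives reported, 74 stayed within their tolerance, 43 moved beyond it, and 6 changed to the opposite sign. These 6 include the fatty acid metabolism median of EM-like CD8+ T cells, whose main value (0.11) lay within the range of 95% of random lists. Besides these 6, 2 values of rho whose main value lay within 0.1 of 0 changed sign as well. For the genes named by the fixed rule, 42 of 47 values stayed and 5 moved, with no change of sign. Some values could not move. Every EM-like CD8+ T cell had a T cell transcript, so keeping such cells left the values of this cluster as they were. The other denominator shifts all genes of a cluster alike. The look at the gene pairs listed for each genotype is not counted in these numbers. Results without doublets are not given, because the doublet caller (scrublet) marked too few cells to be trusted. No paired analysis was possible because each genotype has 1 library. Where nothing is said about it below, the cause was not tested.

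The EM-like share of CD8+ T cells stayed within its interval under all alternatives reported. The difference in the CD4+ share was 17.2 percentage points with a mitochondrial share of at most 5% and 32.6 with only cells that had a T cell transcript. The last value follows from the cells that this choice leaves out of the *Vsir–/–* non–EM-like cluster.

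*Ifng* and *Il17a* stayed higher in *Vsir–/–* mice under all alternatives run. Means over cells of ln(1 + UMIs per 10000) gave 0.75 (*Ifng*, EM-like CD4+), 1.73 (*Ifng*, EM-like CD8+), and 0.33 (*Il17a*). These are differences of means and not log2 ratios of sums. The log2 ratio of *Il17a* was 4.31 after thinning. With only cells that had the transcripts of their own lineage, the log2 ratios were 1.85 (*Ifng*, CD4+), 1.92 (*Ifng*, CD8+), and 2.26 (*Il17a*).

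For non–EM-like CD4+ T cells, the respiratory chain and fatty acid metabolism medians were 1.15 and 1.25 with at least 100 UMIs per gene, 1.88 and 2.04 without subtraction of the median, 1.39 and 1.61 after thinning, 1.36 and 1.51 when, also without that subtraction, mitochondrial and ribosomal protein genes were left out of the denominator, and 1.14 and 1.29 with genes that have a UMI in both libraries. With only cells that had a T cell transcript, the fatty acid metabolism median was 0.89. With the free RNA profile subtracted as well, the medians were 0.61 and 0.0258. In EM-like CD4+ T cells, only this subtraction moved the medians, to 0.0321 and −0.12. In non–EM-like CD8+ T cells it gave −0.0385 and 0.14, and the fatty acid metabolism median was 0.60 after thinning. For EM-like CD8+ T cells it gave 0.0812 and −0.0510, and the fatty acid metabolism median was 0.24 with at least 5 UMIs per gene, 0.45 with at least 100, and 0.77 after thinning, so it depends on which genes are kept.

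For the correlation of *Ifng* with the respiratory chain score in EM-like CD4+ T cells, rho was −0.0728 in *Vsir–/–* cells and 0.0533 after thinning, but it stayed at 0.169 with the UMIs and genes per cell removed by ranks. For fatty acid metabolism it was −0.127 in *Vsir–/–* cells and 0.0387 with UMIs and genes removed. Among EM-like CD8+ T cells, rho for the respiratory chain was 0.0888 in WT cells, 0.347 in *Vsir–/–* cells, 0.0684 after thinning, and 0.0822 with UMIs and genes removed. For fatty acid metabolism it was 0.00686 after thinning and 0.105 with UMIs and genes removed.

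The number of ligand-receptor pairs stayed higher in *Vsir–/–* mice under all alternatives reported that used the gene pairs listed for either genotype. The ratio fell to 1.72 with no condition on the receptor and to 2.03 with the receptor under 10 CPM. It fell to 1.64 with clusters drawn down to the smaller library. The direction depended on the gene pairs used, in a look taken after the data were seen. Those listed for WT mice gave 218 pairs in WT mice and 195 in *Vsir–/–* mice. Those listed for *Vsir–/–* mice gave 171 and 756, and each list favors its own genotype. The difference in the share sent by EM-like CD8+ T cells was 0.132 percentage points with no condition and −1.45 with the receptor under 10 CPM, so it depends on the condition that the receptor has no UMI in the sending cluster. With that condition kept, it was 5.00 with clusters drawn down and 4.90 with a score threshold of 0.6, both within its interval. The difference between R2 and R1 interactions among the 30 strongest pairs, *Vsir–/–* less WT, fell from 17 to 2 with no condition and to 8 with clusters drawn down, and it was −13 with the receptor under 10 CPM.

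Depth limits these values in EM-like CD8+ T cells, where the *Vsir–/–* library has 28 cells and 166037 UMIs, against 197 cells and 823228 UMIs in WT mice. A receptor without a UMI there could still be at up to 18.1 CPM in *Vsir–/–* mice and 3.64 CPM in WT mice, so the condition of no UMI is easier to meet in the *Vsir–/–* library. The WT pairs rose to 480.5 when clusters were drawn down to the smaller cell number.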

Differences from the paper's values

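No value that the paper states for these data differed from the value computed here by more than 1.5 times. The paper's number of ligand-receptor pairs is 163 in WT mice and 693 in *Vsir–/–* mice, and 240 and 757 were counted here. Of the alternatives set before the data were examined, the score threshold of 0.6 gave 162 and 476 pairs and the scaling by the 99th percentile gave 224 and 753, all within 1.5 times of the paper's numbers. Without the condition on the receptor, both numbers (1807 and 3099) were beyond it, and with clusters drawn down to the smaller library the WT number (480.5) was. The threshold of 0.6 is the setting under which the WT number falls closest to the paper's, and among these settings the *Vsir–/–* number is closest at 753.

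The EM-like proportions of Figure 3C are drawn on another scale than a share of the lineage. Read by eye, the bars are at about 55 (WT) and about 70 (*Vsir–/–*) for CD4+ T cells and at about 30 and about 56 for CD8+ T cells in Fig. 3C. The shares here were 35.3% and 41.1%, and 23.0% and 35.9%. Expressed as EM-like cells per 100 non–EM-like cells, they were 54.6 and 69.9, and 29.9 and 56, which match the bars.

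The paper names, as the strongest *Vsir–/–* pair that involves EM-like CD8+ T cells, a pair whose receptor is in EM-like CD4+ T cells. In the rebuilt scores, *B2m* in other R2 macrophages with *Cd3g* in EM-like CD4+ T cells was the strongest pair of the library (0.954), and the strongest one with EM-like CD8+ T cells had *Cd3g* in those cells (0.952). The paper's own scores for these pairs, 0.951 and 0.949, have the same order.

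The paper states that oxidative phosphorylation and fatty acid metabolism were changed in common in the T cell clusters. With the lists used here, the medians lay above the range of 95% of random lists, except for fatty acid metabolism in EM-like CD8+ T cells (0.11, percentile 80.4). This median changed with the filter and with thinning, with 0.24 for genes with at least 5 UMIs, 0.45 for at least 100, and 0.77 after thinning. The paper states a positive correlation of these features with *Ifng* in EM-like T cells. All 4 pooled values of rho were above 0, but within the *Vsir–/–* EM-like CD4+ T cells they were −0.0728 and −0.127.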

Other observations

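The tests of *Cd3g* in WT cells and of the non–EM-like CD4+ cluster as a sender were chosen after the results were seen. The other tests in this part were chosen before their results were seen.

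The number of ligand-receptor pairs was higher in *Vsir–/–* mice. Smaller clusters, in which more receptors lack a UMI, may account for part of this, since WT clusters drawn down to the smaller cell number gave a median of 480.5 pairs, against 240 with all cells. They stay open as the whole cause. The gene pairs come from the paper's own lists, so a pair that WT mice gain after drawing down counts only if the paper lists it for either genotype. Without the condition on the receptor, more of the 180 gene pairs scored above 0.5 in *Vsir–/–* mice, with a ratio of 1.72. Whether higher scores could be the whole cause cannot be told apart, since this ratio is lower than 3.15 and rests on the same lists. Free RNA of T cells in the WT library, which would give T cell receptors UMIs in WT senders, stays open too. *Cd3g* was at 87.5 CPM in WT neutrophils and at 74.8 CPM in WT R1 macrophages, 50.1 in M2-like R2, and 41.4 in other R2 macrophages, well above the *Vsir–/–* levels of 10.3, 5.00, 17.3, and 0 CPM, but it was at 14.6 CPM in WT B cells, whereas free RNA alone would give like levels in all of them. What cannot be told apart here is free RNA, doublets, and attached cells. *Gzma*, too, was found in WT cells that should lack it, with 236 CPM in WT neutrophils and 3.86 CPM in *Vsir–/–* neutrophils.

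In *Vsir–/–* mice, the non–EM-like CD4+ cluster sent 0 pairs, because all but 3 of the 91 receptors had a UMI in it. The cluster sent 11 pairs when only the 116 cells with a T cell transcript were kept, but as many cells drawn at random from the whole cluster sent a median of 14 pairs (range 1–31). Whether the cells without a T cell transcript are the cause cannot be told apart from the number of cells, and the cells kept still held tubule transcripts (8716 CPM). A biological explanation was not tested.

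The correlation of *Ifng* with the metabolic scores could come from pooling libraries that differ in both. The means of the respiratory chain score were 0.889 in WT and 1.11 in *Vsir–/–* EM-like CD4+ T cells, and 0.838 and 1.06 in EM-like CD8+ T cells. The largest rho within a library was 0.347, in the 28 *Vsir–/–* EM-like CD8+ T cells. In the 489 WT EM-like CD4+ T cells, rho was 0.148 and 0.102, close to the pooled 0.173 and 0.0827, whereas both values in *Vsir–/–* EM-like CD4+ T cells were below 0. Since the libraries differ in this way, pooling and a relation within cells cannot be told apart.

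*Vsir* was measured in the immune cells of NTN as well. The paper's ranking of *Vsir* transcripts comes from other kidneys, in which R1 macrophages had the highest level. For NTN, the paper measured VISTA protein by flow cytometry and reports it as high in kidney macrophages, more in R1 than in R2. Protein is another measure than the RNA levels given here. In the WT library with NTN, *Vsir* was at 281 CPM in neutrophils (interval 261–303), 275 in M2-like R2 macrophages (interval 259–291), 235 in R1 macrophages (interval 200–273), and 224 in γδ T cells (interval 172–287). Its level was 193 CPM in plasmacytoid dendritic cells (interval 143–253), 144 in basophils (interval 89.4–221), and 137 in EM-like CD4+ T cells (interval 124–151). Next came non–EM-like CD8+ T cells with 114 CPM (interval 105–124), non–EM-like CD4+ T cells with 105 (interval 95.5–115), and other R2 macrophages with 99.1 (interval 82.6–118). As a share of cells with a *Vsir* UMI after thinning to 1000 UMIs, R1 macrophages came first, with 29.4%, before neutrophils with 24.9%, γδ T cells with 23.9%, and M2-like R2 macrophages with 22.2%, against 0% in the same *Vsir–/–* clusters. In the *Vsir–/–* library, 1 *Vsir* UMI was found in the macrophage clusters. Whether this UMI stems from free RNA, a mislabelled cell, or the targeted allele cannot be told apart at this count.

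The genes with the largest log2 ratios in the T cell clusters, named by the fixed rule, were also compared in neutrophils. In EM-like CD4+ T cells, *Spp1* (7.63), *Atp6v0c* (7.29), and *Rnasek* (6.77) were higher in *Vsir–/–* mice and *Coro1b* (−4.08), *Ccr7* (−3.68), and *Taf6l* (−3.55) lower. In neutrophils the log2 ratios of the same genes, there and below with 0.5 UMIs added, were 6.40, 7.60, 5.82, −3.91, −1.17, and −4.09. In non–EM-like CD8+ T cells, *Atp6v0c* (7.40), *Nme2* (6.68), and *Ndrg1* (6.17) were higher and *Gstp1* (−2.57) and *Letm2* (−2.12) lower, with 7.60, 8.35, 2.18, −1.61, and −1.08 in neutrophils. In the non–EM-like CD4+ cluster, where 233 of 349 *Vsir–/–* cells had no T cell transcript and the ratios compare different mixtures of cells, *Cd63* (9.76), *Sdc4* (9.51), and *Tmem176b* (8.22) were higher and *Ptp4a1* (−5.72), *Gpr18* (−5.50), and *Dapl1* (−5.07) lower, with 1.92, 3.22, 1.73, −7.02, −2.72, and −4.35 in neutrophils. In EM-like CD8+ T cells, *Hspa1a* (3.52), *Ly6a* (2.93), and *Ifng* (2.92) were higher and *Klra9* (−3.11), *Fcer1g* (−3.09), and *Tyrobp* (−2.57) lower, with 0.39, 1.13, −2.72, −3.68, −0.02, and 0.02 in neutrophils. These ratios, too, may compare different mixtures of cells. Among genes looked up after the values were seen, *Klra1*, *Klra6*, *Klra7*, *Trdc*, and *Tcrg-C2* were top markers of this cluster in WT but not in *Vsir–/–* mice. Only some of the genes named by the rule thus changed by a like amount in neutrophils. In B cells, with 0.5 UMIs added, *Cd63* (9.96) and *Tmem176b* (6.52) rose far more than in neutrophils, but *Sdc4* (0.24) did not. *Atp6v0c*, *Nme2*, and *Ndrg1* were at 6.33, 7.48, and 5.19 there, and *Hspa1a*, *Ly6a*, and *Ifng* at 0.99, 0.50, and −0.64. A small change in neutrophils thus does not show that a change was limited to T cells.

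The list of 25 genes of dissociation stress, which holds *Hspa1a*, had medians of 1.21 in EM-like CD4+, 0.65 in EM-like CD8+, 0.99 in non–EM-like CD8+, and −0.99 in non–EM-like CD4+ T cells. In NK cells the median was 0.63 and in neutrophils −0.38. The medians of EM-like CD4+, EM-like CD8+, and non–EM-like CD8+ T cells and of NK cells lay at percentile 100 of the random lists.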
